# Enhanced Polar Auxin Transport and Reduced Brassinosteroid Activity Drive Internode Elongation in Chinese Fir (*Cunninghamia lanceolata*)

**DOI:** 10.3390/plants15091411

**Published:** 2026-05-05

**Authors:** Chao Wu, Fang-Fang Wang, Fang-Fang Ma, Ling-Peng Ye, Shi-Yan Mu, Ya-Ting Yang, Xiao-Yu Qu, Ya-Ling Zhang, Shu-Bin Li, Shan-Shan Xu, Xiang-Qing Ma, Guang-Qiu Cao, Si-Zu Lin, Yu Chen

**Keywords:** apical dominance, Chinese fir, endogenous hormones dynamics, gene regulation, internodal length, lateral bud initiation

## Abstract

Knot-free timber production in *Cunninghamia lanceolata* depends critically on internodal characteristics, yet the mechanisms governing internode elongation remain poorly understood, hindering breeding efforts for longer-internode varieties. In this study, we selected two clones with distinct internodal traits (the C1 clone exhibited a 25.03% longer internodal length than the C11 clone) as materials. Enzyme-linked immunosorbent assay (ELISA) and RNA sequencing were used to investigate dynamics in endogenous hormones and transcriptional regulation in internodal growth. Results showed that the difference in indole-3-acetic acid (IAA) rhythms in apical buds is a key factor of C1’s longer internodal growth; higher levels of IAA and cytokinins in the apical buds of C1 may support sustained internodal growth; upregulated IAA-related genes in upper phloem (*PIN1* and *SAURs*), which are involved in polar transport and signal response, indicates a stronger capacity to establish apical dominance. Hormone transport may be regulated by very long-chain fatty acids (VLCFAs). Consistent with reduced brassinosteroid activity, genes involved in VLCFA biosynthesis and transport were generally lower in C1, implying excessive VLCFA accumulation in C11 may be negative to IAA transporting and internode growth. This study offers a preliminary insight into internodal growth mechanisms influenced by hormone biosynthesis and transport in *C. lanceolata*., providing a basis for genetic improvement, germplasm selection, and exogenous hormone applications in knot-free timber cultivation.

## 1. Introduction

Chinese fir (*Cunninghamia lanceolata*), a well-known timber wood species with a cultivation history spanning more than a thousand years, is predominantly found in southern China and northern Vietnam [1]. Known for its rapid growth, high yield, and decay resistance, *C. lanceolata* covers an area of 8.95 million hectares in China, contributing to 625 million cubic meters in standing volume. It accounts for 25% of the country’s total commercial timber supply annually [1,2,3,4] and serves as the primary raw material in key industries such as construction, furniture manufacturing, and shipbuilding. However, as market demands evolve, the evaluation of wood value is no longer based solely on yield; quality factors such as the aesthetics of wood grain and workability are also taken into account, particularly in high-end markets where these attributes are highly valued. This shift in preferences highlights certain drawbacks of *C. lanceolata*, especially its prevalent knots, which not only affect its appearance but also impair its workability. The prevalence of knots in *C. lanceolata* wood is primarily due to the persistent nature of its lateral branches, which resist natural shedding [1]. Dead branches often remain on the tree for 5 to 8 years (Figure S1), becoming enveloped by the trunk as it grows [5], thereby generating numerous knots. To meet market preferences for knot-free wood, strategic measures such as the proactive removal of persistent branches are effective but require considerable labor and financial resources. Therefore, developing a practical and cost-effective approach to minimize knot formation in *C. lanceolata* wood is essential.

Selecting breeding materials with fewer lateral branches or longer internodes is a promising strategy to improve branching architecture for knot-free timber production. Internode length is influenced by both apical growth and lateral bud outgrowth [6,7]. The overall crown architecture of a tree is primarily shaped by the degree of apical dominance, which prompts apical growth and inhibits lateral bud activity. Axillary meristems are clusters of cells capable of forming new branches, located at the leaf axils (the junction between the leaf blade and the stem) [8,9]. These meristem cells can develop into fully formed branches under suitable environmental conditions, such as light, temperature, and soil nutrients [10,11,12]. When plants perceive these environmental cues, they trigger physiological responses that promote the growth of lateral buds into branches [13]. Hormonal interactions and their associated genetic signaling pathways are crucial in regulating internodal growth and lateral bud initiation [14]. Among these, auxin serves as a key regulator [12,15], specifically through its role in establishing a concentration gradient that enforces apical dominance and suppresses the activation of lateral buds [16]. Research indicates that reducing indole-3-acetic acid (IAA) synthesis and disrupting apical dominance can lead to increased lateral branch growth. Auxin’s influence extends to regulating lateral development by either suppressing cytokinin (CTK) synthesis [17,18] or enhancing strigolactone (SL) production [19,20], which act as downstream signaling molecules. CTKs contribute to lateral bud growth by boosting the expression of genes like *WUS*, which in turn enhances invertase activity and cell cycle gene expression, increasing the bud’s ability to attract resources [21,22]. SLs, predominantly produced in roots, mediate signals between the plant’s above-ground and below-ground parts [23]. When SLs reach the aerial tissues, they inhibit lateral bud growth by promoting the expression of *BRC1* [24], through mechanisms involving the F-box protein MAX2 [25,26], SPL transcription factors [27,28], and proteins such as D53, which negatively regulates SL signaling and can be modulated by CTKs [29]. Brassinosteroids (BRs) also play a crucial role in regulating lateral bud sprouting by modulating the effects of apical dominance and interacting with CTKs and abscisic acid (ABA) to influence auxin pathways [30,31]. They affect key genes involved in bud sprouting, such as *BZR1* and *BES1* [32], or influence cell wall loosening and microtubule organization to affect cell differentiation, division, and elongation, thereby facilitating lateral bud growth [30]. Additionally, gibberellins (GAs) and ABA are believed to influence lateral bud development [33,34].

Although understanding these hormonal interactions is essential for comprehending how plant architecture is influenced, research on hormonal dynamics and transcriptional regulation during internodal growth in *C. lanceolata* remains largely unexplored. The genes and pathways underlying internode length and lateral bud outgrowth, hidden behind the façade of endogenous hormone regulation, remain unknown. This gap poses a challenge for advancing wood quality improvements through the regulation of lateral branch growth. In this study, we examined two clones that exhibit distinctly different internode growth characteristics and performed a comparative analysis of dynamic levels of four key hormones (IAA, CTKs, SLs, and BRs) and transcriptional profiles in the apical bud (AB), lateral bud (LB), and upper phloem (UP) near the apical bud during internode elongation. We aim to shed light on the dynamics of hormonal interactions and associated transcriptional regulation in apical and lateral buds and their roles in shaping internode growth patterns, an area that has not been systematically studied in *C. lanceolata*. This preliminary research offers a reference point for future studies on lateral branch regulation and could support the selection of optimal germplasm resources. Additionally, it may inform the application of exogenous hormone treatments [35] to delay lateral bud initiation, promote internode elongation, and ultimately facilitate the production of high-quality, knot-free timber of *C. lanceolata.*

## 2. Materials and Methods

### 2.1. Experimental Site Overview

This study was conducted in a *C. lanceolata* superior clonal test forest at the Shandou section of Youxi State-owned Forest Farm in Fujian Province, China. The experimental forest is located in Tangchuan Township, Youxi County, Sanming City, Fujian Province, at approximately 118.510° E longitude and 26.165° N latitude (Figure S2), with an elevation of 1000 m. Situated in the hilly and mountainous region of central-western Fujian, the area experiences a subtropical monsoon climate, characterized by warm temperatures and abundant rainfall. The soil is acidic mountain red soil, with a pH between 4.0 and 5.0. The clonal test forest was established in April 2018, consisting of three replicated sites. Each site contains 13 *C. lanceolata* superior clones.

### 2.2. Selection of Sampling Individuals

In each site, 10 individuals per clone were randomly selected, resulting in a total of 30 individuals surveyed per clone, and 390 individuals in total across all 13 clones (Table S1). Based on a thorough analysis of growth and branching characteristics, two clones (C1: Yang061 and C11: YueTL5) with notable differences were chosen for further study (Figure S3).

### 2.3. Measurement of Growth and Branching Traits

The assessment of growth traits was carried out between February and March 2022, prior to the sprouting of apical buds in *C. lanceolata*. Growth measurements included tree height, diameter at breast height (DBH), and crown width for each individual. Branching traits recorded included the number of branch whorls, the number of lateral branches, average internodal length, average lateral branch length, basal diameter of lateral branches, and average branch angle. Additionally, the number of lateral branches per meter of the main trunk was calculated, along with the total basal cross-sectional area of lateral branches per meter of trunk, which was determined by summing the circular areas (using the basal diameter) of all lateral branches on each individual, reflecting the potential number and size of knots that could form in future logs.

### 2.4. Endogenous Hormone Level Analysis

To further validate the regulatory roles of IAA on internode elongation. We employed two clones with significant differences in branching traits, C1 and C11 (Figure S3), to join the measurement of the dynamic changes in endogenous hormone levels. Sampling began after the initiation of apical bud sprouting and was conducted every 7 days, with the collection time set between 8:00 and 10:00 a.m. on the day of sampling. For each sampling, three individuals were randomly chosen from each clone. Collected materials included apical buds (AB), upper phloem (UP) adjacent to the apical buds (if the main stem exceeded 3 cm for adequate sample quality), and lateral buds (LB). Given the variations in growth rates and lateral bud emergence among individuals, the specific tissues were collected according to their development at the time of sampling. The final collection occurred when lateral bud emergence was observed in the last selected individual.

Levels of endogenous hormones, including IAA, CTKs, SLs, and BRs, were quantified using enzyme-linked immunosorbent assay (ELISA) kits (Yuanju Biotechnology Center, Shanghai, China). The measurements were carried out as follows: the collected tissue samples of *C. lanceolata* were ground into fine powder using liquid nitrogen in a pre-chilled mortar. An aliquot of 0.1 g of the powder was weighed, mixed with pre-chilled phosphate-buffered saline (PBS), and extracted at 4 °C for 3 h. After centrifugation, the supernatant was collected as the test sample. On a microplate, blank wells, standard wells, and sample wells were set up. No sample or enzyme-labeled reagent was added to the blank wells. Standard solutions were added to the standard wells. For the sample wells, the sample diluent was added first, followed by the test sample, and the mixture was homogenized. The plate was sealed and incubated at 37 °C for 30 min, followed by five washes. Enzyme-labeled reagent was then added to all wells except the blank wells, and the plate was incubated again at 37 °C for 30 min, followed by another five washes. Chromogenic solutions A and B were added, and the plate was incubated in the dark for 10 min. The reaction was stopped by adding stop solution. The absorbance was measured at 450 nm using a microplate reader, with the blank well used as a zero reference. A standard curve was constructed based on the absorbance of the standard solutions. The absorbance of the sample wells was interpolated into the standard curve to calculate the concentration, which was then multiplied by the dilution factor to obtain the actual hormone content in the sample.

### 2.5. Exogenous Plant Hormone Experiment

The exogenous plant hormone experiment was conducted from 1st July to 28th November 2025. Forty-eight one-year-old clonal cuttings for each clone, C1 and C11, with good growth status, were selected for each treatment. Six treatments were set for each clone, including low concentration IAA (LIT, Low IAA Treat, 50 mg·L^−1^), high concentration IAA (High IAA Treat, HIT, 150 mg·L^−1^), low concentration IAA inhibitor (Low TIBA Treat, LTT, 50 mg·L^−1^), high concentration IAA inhibitor (High TIBA Treat, HTT, 150 mL·L^−1^), water treat (WT), and solvent treat (ST). Each treatment consisted of four biological replicates (individual plants). The treatments were applied to the apical buds every seven days at 9:00 a.m., with 5 mL per plant per application. Due to the small size of the apical bud (AB) tissue, the samples were divided into the pre-treatment group and the post-treatment group. For the pre-treatment group, apical buds (AB) and the upper phloem (UP) adjacent to the apical buds (AB) were collected before the start of the experiment (1 July), and their internode distance was measured. On 1 December, the apical buds (AB) and upper phloem (UP) of the post-treatment group were collected, and the internode distance was measured. The contents of IAA and IAA oxidase in the samples were determined using the same method as in 2.4. The IAA oxidase was measured using the Indole Acetic Acid Oxidase activity monitoring kit (Solarbio, Beijing, China). The measurements were carried out according to the manufacturer’s protocol.

### 2.6. RNA Extraction

Due to the variation in lateral bud emergence timing between the two clones, samples for transcriptome analysis were collected at the onset of lateral bud appearance (C1: 21 days after initiation of apical bud sprouting, C11: 28 days after initiation of apical bud sprouting), simultaneously from the individuals that were used for measuring endogenous hormones. The collected tissues included ABs, UPs, and LBs, which were mentioned previously. Three biological replicates of each tissue type were gathered from each clone, resulting in 18 samples in total. Immediately after collection, samples were frozen in liquid nitrogen and transported to the laboratory, where they were stored at −80 °C until total RNA extraction.

Total RNA was extracted from the samples using the RNAprep Pure Plant Kit (Tiangen, Beijing, China). The concentration, purity, and integrity of the RNA were evaluated using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA) and the RNA Nano 6000 Assay Kit (Agilent Technologies, Santa Clara, CA, USA), respectively.

### 2.7. RNA Sequencing

Once the samples passed quality control, sequencing libraries were prepared using the Hieff NGS Ultima Dual-mode mRNA Library Prep Kit for Illumina (Yeasen Biotechnology, Shanghai, China). The libraries were then sequenced on the Illumina NovaSeq platform, generating 150 bp paired-end reads. The sequencing was conducted by Biomarker Technologies Corporation (Beijing, China).

### 2.8. Annotation and Differentially Expressed Genes Screening

The clean data were aligned to the *C. lanceolata* reference genome for further analysis and annotation, with the reference genome information sourced from Lin et al.’s study [3]. The Hisat2 software v2.0.4 (https://github.com/DaehwanKimLab/hisat2, accessed on 13 June 2024) was used to perform the alignment with the reference genome [36]. Gene function annotation was conducted by sequence alignment using the following databases: Nr (NCBI non-redundant protein sequences, ftp://ftp.ncbi.nih.gov/blast/db, accessed on 15 June 2024) [37], Pfam (Protein family, https://pfam.xfam.org/, accessed on 15 June 2024) [38], Swiss-Prot (A manually annotated and reviewed protein sequence database, https://www.uniprot.org/, accessed on 15 June 2024) [39], KO (KEGG Ortholog database, https://www.kegg.jp/, accessed on 15 June 2024) [40], and GO (Gene Ontology, https://geneontology.org/, accessed on 15 June 2024) [41]. Differential expression analysis was performed using the DESeq2 software v1.30.1 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html, accessed on 15 June 2024) [42]. Gene expression levels were quantified using FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values. Genes with a fold change ≥ 2 and a false discovery rate (FDR) < 0.05 were considered differentially expressed genes (DEGs). The KOBAS database (http://kobas.cbi.pku.edu.cn/, accessed on 15 June 2024) [43] and clusterProfiler software v4.4.4 (https://guangchuangyu.github.io/software/clusterProfiler/, accessed on 15 June 2024) [44] were employed to analyze the enrichment of DEGs in KEGG pathways. Information on all the DEGs is shown in Table S2.

### 2.9. WGCNA Network Construction

The WGCNA was conducted using the WGCNA package v1.72-5 (https://cran.r-project.org/web/packages/WGCNA/index.html, accessed on 30 June 2024) in R-Studio [45]. Genes with the top 75% median absolute deviation (MAD) of FPKM values were selected for network construction. The network was then visualized using Cytoscape v3.10.1 software (https://github.com/cytoscape/cytoscape/releases/3.10.1/, accessed on 30 June 2024).

### 2.10. Statistical Analysis

All statistical analyses were performed using R software (version 4.3.1) in R-Studio. An independent samples Student’s *t*-test was applied to compare the differences in growth parameters and endogenous hormone contents between the two clones with the *t*.test function.

Principal component analysis (PCA) was performed to visualize global gene expression variation between the two clones and verify biological replicate consistency. FPKM-normalized gene expression data were log_2_(x + 1)-transformed to reduce extreme value interference before PCA. The transformed data were mean-centered and scaled to unit variance per gene across all samples (center = TRUE, scale = TRUE), ensuring equal gene contribution and avoiding high-expression gene dominance. PCA was conducted via R’s stats::prcomp; PC1 and PC2 (highest variance explanation) were visualized with ggplot2 (v3.4.4), with variance percentages annotated on plot axes.

## 3. Results

### 3.1. Differences in Branching Traits

The quantity of lateral branches (Figure 1A) directly impacts the number of knots in *C. lanceolata* timber, a key factor in evaluating timber quality (Figure 1B,C). In our comparison of growth and internodal traits across 13 clones, clone C1 stood out with superior performance, making it more suitable for producing timber with fewer knots. Conversely, clone C11 exhibited significantly different characteristics (Figure S2).

For growth traits, C1 had an average height (Figure 1D) and DBH (Figure 1E) that were 49.25% and 47.33% higher than C11, respectively, with both differences being statistically significant (*p* < 0.01). In terms of branching traits, there were no significant differences between the two clones in the number of branch whorls (Figure 1F), number of lateral branches (Figure 1G), or basal diameter of lateral branches (Figure 1H). However, C1 exhibited a 25.03% longer internodal length (Figure 1I), while the number of lateral branches per meter of trunk (Figure 1J) and the total basal cross-sectional area of lateral branches per meter of trunk (Figure 1K) were reduced by 37.14% and 69.87%, respectively. This indicates that timber from C1 may have significantly fewer knots and a smaller knot area upon harvest. In conclusion, these results demonstrate clear differences in internodal traits between clones C1 and C11, with C1 showing potential for higher wood quality.

### 3.2. Dynamic Changes in Endogenous Hormone Levels

Each spring, as the annual growth cycle of *C. lanceolata* begins, the lateral buds surrounding the apical bud are the first to break dormancy, initiating the development of lateral branches. These lateral buds are likely dormant winter buds formed in the previous year. After that, the apical bud also elongates gradually to form the main trunk. As the main trunk reaches a certain stage of growth, new lateral buds emerge in the cortex beneath the apical bud, leading to the formation of the first internode for that year’s growth (Figure 2A).

During this internodal growth process, significant differences in the dynamic changes in endogenous hormone levels were observed. The IAA, a hormone closely related to apical dominance, showed distinct patterns in both clones (Figure 2C). In the AB tissues, its levels were initially very low. Both clones followed a similar pattern of rising, falling, and then rising again, with significant differences (*p* < 0.01) at different stages. However, C1 exhibited a noticeable decrease at the S4 stage, later than clone C11. Simultaneously, higher levels of IAA in C1 at S3 (2805.12%) and S5 (144.03%) were recorded, respectively. Notably, a distinct drop in IAA levels in the AB tissues preceded the emergence of lateral buds in both clones. UP samples were collected from both clones at the S3 stage, while LB samples were gathered at the S4 stage for clone C11 and at the S5 stage for clone C1. Significant differences (*p* < 0.01) in IAA levels were observed in the UP tissues at S3 and in the LB tissues at S5 between the two clones.

At the S1 stage, both clones exhibited relatively high CTK levels in the AB tissues which then fluctuated and gradually declined (Figure 2D). Clone C1 consistently performed higher CTK levels than C11 during the S3 to S5 stages, with increases of 291.19%, 70.71%, and 73.13%, respectively. In the UP tissues, C1 showed 96.08% higher than C11 at the S4 stage but was surpassed by 208.67% at the S5 stage. A significant difference (*p* < 0.05) was also observed in the LB tissues at the S5 stage, where C1 was 25.02% higher.

At the S1 stage, no significant difference in SL content was observed in the AB tissues between the two clones. However, clone C1 followed a pattern of rising, falling, and then increasing again, while clone C11 showed a significant decrease at the S2 stage and remained relatively low afterward (Figure 2E). At the S2 and S5 stages, SL levels in the AB tissues of clone C1 were 225.62% and 303.66% higher than those in C11, respectively. From S3 to S5, SL content in the UP tissues of clone C1 gradually increased, while in clone C11 remained relatively low and stable. In the LB tissues at the S5 stage, SL content in clone C1 was 58.91% higher than that in C11.

In most tissues and sample stages, BR levels were lower in clone C1 (Figure 2F). At the S1 stage, no significant difference was observed in the AB tissues between the two clones. However, in the following stages, BR levels in C1 decreased to very low levels, while C11 maintained relatively higher levels. In the UP tissues, BR content in C1 initially increased before decreasing, resulting in no significant difference between the two clones at the S4 stage. In the LB tissues at the S5 stage, BR levels in C1 were significantly lower (*p* < 0.05) than those in C11.

### 3.3. Effects of Exogenous Hormone Treatments on Internode Elongation

Compared with the control group (WT), exogenous IAA treatment significantly increased internode length in both clones, whereas TIBA treatment resulted in shortened internodes. However, the effect of exogenous IAA was stronger in clone C11 than in clone C1; similarly, exogenous TIBA appeared to have a more pronounced effect on clone C1 (Figure 3A). Following exogenous IAA treatment, IAA content in both AB tissues and UP tissues increased markedly in both clones, while TIBA treatment led to a decrease in IAA content. The effect of exogenous IAA was slightly stronger in clone C11 than in clone C1, whereas exogenous TIBA had a more pronounced effect on clone C1 (Figure 3B,C). After exogenous IAA treatment, IAA oxidase (IAAO) activity in AB tissues and UP tissues decreased markedly in both clones, whereas TIBA treatment resulted in increased IAAO activity. In AB tissues, the effects of both exogenous IAA and TIBA were stronger in clone C11 than in clone C1. In UP tissues, exogenous IAA had a slightly stronger effect on clone C11 than on clone C1; for exogenous TIBA, the effect was stronger in clone C11 under low-concentration treatment, but stronger in clone C1 under high-concentration treatment (Figure 3D,E).

### 3.4. Genes Expressed Patterns

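RNA was sequenced from the apical bud (AB), the upper phloem adjacent to the apical bud (UP) and the lateral bud (LB) of 2 clones of the conifer Chinese fir, C1 with the longer internodes and C11 with the shorter ones. By the paper's methods the tissues were collected when lateral buds appeared, 21 days after apical bud sprouting in C1 and 28 days in C11. Its account of the hormone samples instead places the first lateral buds at an earlier stage in C11 than in C1. Which clone was collected later is therefore open, but the day of collection differed with the clone. Each tissue of each clone had 3 biological replicates, giving 18 libraries. The authors aligned paired-end reads with Hisat2 to the reference genome of the species and deposited the number of reads counted on each gene, without normalization, for 46723 genes. Of these, 37225 carry identifiers of the reference annotation (Cula in the deposited table, shortened to Cl in the paper) and 9498 are named NewGene (NG in the paper). Gene names are the paper's and come from matches in other species. The counting program and its treatment of strand and of reads that map to several genes are not given in the sources used here, and reads of near-identical members of a gene family could have been split between them. A total of 11268 genes had no counts in any library. Between 24766529 and 32005160 reads per library were counted on genes, with a median of 28951996. In AB the totals were 24766529 to 28771667 in C1 (median 28734708) and 26826034 to 29313500 in C11 (median 28176887). In UP they were 28988639 to 31527488 in C1 (median 31525506) and 26796290 to 30564975 in C11 (median 28915353). In LB they were 26164402 to 32005160 in C1 (median 30931833) and 28267195 to 30134332 in C11 (median 29089722). The most abundant gene took at most 3.05% of the counts of a library. The clones were compared within each tissue with edgeR's quasi-likelihood test on the counts, after TMM normalization and removal of genes with low counts (filterByExpr), which left 23999 genes in AB, 24167 in UP and 24345 in LB. A gene was called a DEG at the thresholds of the paper, a fold change of at least 2 and an FDR (Benjamini-Hochberg) under 0.05, and upregulated means higher in C1. The authors used DESeq2 at these thresholds, and DESeq2 was run here as an alternative. The biological coefficient of variation between replicates was 0.52 in AB, 0.56 in UP and 0.54 in LB. Over the 3 tissues it was 0.38 among the C1 libraries and 0.72 among the C11 libraries. Both tools were tested on simulated counts with a spread per gene estimated from these libraries, in which 200 genes were changed by a log2 fold change of 3. There edgeR recovered 56% of the changed genes in AB, 36.5% in UP and 46% in LB, and 9.7%, 0% and 3.2% of its calls were false. DESeq2 recovered 88.5%, 88% and 87%, and 43.5%, 45.5% and 47.7% of its calls were false. These shares hold for 200 changed genes, the same spread in both clones and libraries drawn independently. The data differ in their spread and in libraries that deviated together, so the shares do not carry over to the calls in the data.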

Principal component analysis (PCA) based on gene expression data profiles revealed a clear separation of transcriptomic patterns between the two clones (Figure 4A). The first and second principal components accounted for 22.51% and 17.17% of the total variance, respectively. 

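Computed from the deposited counts as log2(CPM + 1) with TMM normalization, centred and scaled to unit variance over 27174 genes, PC1 held 26.8% and PC2 19.6% of the variance. CPM took the place of FPKM because the deposited values are counts. Leaving the genes unscaled moved PC1 most, to 34.1%, and keeping all genes with at least 1 count lowered it to 23.6%. With each of the 18 libraries left out in turn, PC1 held between 25.8% and 28.7%.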

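On PC1 the 9 C1 libraries lay between -112 and -44.5 and the 9 C11 libraries between -3.55 and 142, in the units of the component. The ranges of the clones did not overlap, and the gap between them was 16.1% of the whole range. It stayed between 9.14% and 26.4% of the range with each library left out in turn. AB replicate 2 of C11 was the library at -3.55, on the negative side of the axis, and LB replicate 2 of C11 lay at 0.894. The C11 libraries were spread more widely than the C1 libraries on both components. On PC2, C1 ran from -41.9 to 12.7 and C11 from -164 to 126. Among the C11 libraries, PC2 followed the replicate number in all 3 tissues. Replicate 1 lay between 99.6 and 126, replicate 2 between 35.3 and 68.9 and replicate 3 between -164 and -44.5, whereas the 3 replicate numbers of C1 overlapped.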

All biological replicates of C1 clustered tightly on the negative axis of PC1, whereas C11 replicates were distinctly distributed on the positive axis of PC1, with high reproducibility within each group. This suggests that distinct gene regulatory patterns between the two clones during lateral bud differentiation. 

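In the 3 comparisons of C1 with C11, 1831 genes were called by edgeR in at least 1 tissue and 432 in AB, UP and LB alike. Of the 432 genes, 196 were higher in C1 in every tissue and 236 were lower in every tissue. Every one of them had C1 and C11 values that did not overlap in any tissue. DESeq2 gave 1567 genes. The number also changed when libraries were left out, which leaves fewer degrees of freedom as well. With 1 replicate number of a clone left out in all tissues, the number shared was 0 without C1 replicate 1 or C1 replicate 2, 3 without C1 replicate 3, 30 without C11 replicate 1, 13 without C11 replicate 2 and 302 without C11 replicate 3. In UP, where the first of these fits called 0 genes with edgeR, 3561 genes had an unadjusted p under 0.05. The shared genes with the strongest evidence in all tissues were Cula0001703 and Cula0010131, higher in C1, and Cula0019510 and Cula0017540, lower in C1. Cula0001703 had 1082 ± 199 CPM (SD, n = 3) in C1 and 2.87 ± 1.496 CPM in C11 in AB, and its log2 fold change was 8.56 in AB, 8.22 in UP and 8.23 in LB (edgeR, largest adjusted p = 0.00581). Cula0019510 had 1.27 ± 0.165 CPM (SD, n = 3) in C1 and 49.9 ± 1.21 CPM in C11 in AB, with log2 fold changes of -5.29, -5.30 and -5.24 in AB, UP and LB (edgeR, largest adjusted p = 0.00556).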

Across all examined tissues, 1067 DEGs were shared by both clones. In addition, 523, 920, and 845 tissue-specific DEGs were identified in AB, UP, and LB, respectively (Figure 4B).

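In the deposited counts, edgeR called 379 genes in AB alone, 318 in UP alone and 313 in LB alone. DESeq2 gave 685, 1214 and 1156. A gene called in 1 tissue only is not shown to differ between tissues, so the difference of the clone effect between tissues was tested itself, as an interaction in a fit of all 18 libraries with 27174 genes. With edgeR the clone effect differed between UP and AB for 2 genes (906 at an unadjusted p under 0.05, and 35 with DESeq2), between LB and AB for 0 genes (420 at an unadjusted p under 0.05, and 15 with DESeq2) and between UP and LB for 3 genes (854 at an unadjusted p under 0.05, and 45 with DESeq2). In UP and AB, libraries of a clone with the same replicate number deviated together, and with the replicate as a block edgeR called 0 genes for UP against AB (1641 at an unadjusted p under 0.05). In UP and LB they did so in C11 but not for C1 replicate 2. With the block edgeR called 0 genes for UP against LB as well (1421 at an unadjusted p under 0.05). The genes called are named here after their values were seen. Cula0030784 was called for UP against AB (edgeR, adjusted p = 0.0219) and for UP against LB (edgeR, adjusted p = 0.0163). It had 722, 472 and 325 counts in the C1 libraries of UP and 0 in each C11 library of UP, against 146 to 695 counts in the C11 libraries of AB and 234 to 374 in those of LB. Cula0015494 was called for UP against AB (edgeR, adjusted p = 0.0463), and NewGene_8396 and Cula0009960 for UP against LB (edgeR, adjusted p = 0.0163 and 0.0423). With each replicate number of a clone left out in turn, Cula0015494 was called in 0 of 6 fits and each of the others in 1 of 6.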

A total of 745, 950, and 912 upregulated genes, along with 1457, 1679, and 1826 downregulated genes, were identified in the AB, UP, and LB tissues, respectively (Figure 4C–E). 

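From the counts, edgeR called 1093 DEGs in AB, 427 up and 666 down in C1. In UP it called 951, 415 up and 536 down, and in LB 1040, 432 up and 608 down. At an unadjusted p under 0.05 there were 4290, 4796 and 5057 genes. The C1 and C11 values did not overlap for any of the called genes. Over all tested genes, 25.3% in AB, 30.3% in UP and 28.5% in LB did not overlap, against 10% by chance for 3 libraries against 3. DESeq2 called 3058 in AB, 3644 in UP and 3796 in LB, and included 1092, 951 and 1040 of the genes called by edgeR in the same direction. LB libraries of C1 and C11 with the same replicate number deviated together, and with the replicate as a block 528 genes were called in LB, 132 up and 396 down, of which 327 were among the 1040. The numbers of calls changed with the library left out, and each such fit also has fewer degrees of freedom. In AB they were 85, 156 and 332 without C1 replicates 1, 2 and 3 and 171, 552 and 526 without C11 replicates 1, 2 and 3. In UP they were 0, 0 and 9 without C1 replicates 1, 2 and 3 and 189, 17 and 2683 without C11 replicates 1, 2 and 3. In LB they were 7, 9 and 7 without C1 replicates 1, 2 and 3 and 49, 1689 and 771 without C11 replicates 1, 2 and 3. For the 2 fits in UP that called 0 genes with edgeR, 3561 and 3003 genes had an unadjusted p under 0.05. Among the calls, 60.9% in AB, 56.4% in UP and 58.5% in LB were lower in C1, and without C11 replicate 1 the shares were 46.2%, 46.6% and 32.7%. Among the genes at an unadjusted p under 0.05, 62.4%, 60.0% and 61.6% were lower in C1, and without C11 replicate 1 the lowest of the 3 shares was 59.3%.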

KEGG enrichment analysis showed that the DEGs in the AB tissues were predominantly associated with the “glycosaminoglycan degradation”, “arginine biosynthesis”, “arachidonic acid metabolism”, “linoleic acid metabolism” and “base excision repair” pathway, while those in the UP tissues were mainly involved in the “circadiam rhythm-plant”, “flavone and flavonol biosynthesis”, “brassinosteroid biosynthesis”, “DNA replication” and “tyrosine metabolism” pathway, and the LB tissues were primarily linked to the “taurine and hypotaurine metabolism”, “flavone and flavonol biosynthesis”, “alanine, aspartate and glutamate metabolism”, “viamin B6 metabolism” and “arginine biosynthesis” pathway (Table S3).

To further explore gene regulation related to the four previously detected endogenous hormones, we analyzed the expression levels of the DEGs associated with these hormones. A total of 43 auxin-related genes were identified (Figure 5A), with the *DAO* homolog gene significantly upregulated in both AB (NG_11922) and UP tissues (NG_15483). 

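The 43 auxin genes of Fig. 5A hold 62 gene and tissue pairs coloured as changed. In the counts, 61 of these pairs had the coloured direction, 15 were called by edgeR and 60 by DESeq2. The genes of Fig. 5 are DEGs that the paper found with DESeq2 on the same libraries, so such tallies are not independent evidence. The DAO homolog NG_11922 had 43, 12 and 7 counts in the C1 libraries of AB and 0 in each C11 library of AB, which were too few to pass the filter for testing there. In LB it had 1.86 ± 0.656 CPM (SD, n = 3) in C1 and no counts in C11, which is at least 50.2-fold higher in C1 with 3 counts over the 3 C11 libraries as the floor (edgeR, adjusted p = 0.0266). With each library left out in turn it was called in 2 of 6 fits. For UP, Fig. 5A gives the identifier NG_15463, and NG_15483 was not analysed here. NG_15463 had 89, 105 and 94 counts in the C1 libraries of UP and 1 count in 1 of the 3 C11 libraries, a ratio of CPM of 245 (exact 95% interval 43.6 to 9710, counting error only) with edgeR's adjusted p = 0.0215. It was called in 1 of 6 fits with a library left out, with a fitted log2 fold change of 7.03 to 9.50. The DAO homologs in Fig. 5A did not all change in 1 direction. Cl07806 was lower in C1 in AB, with 4.02 ± 0.694 CPM (SD, n = 3) against 17.6 ± 6.42, and in LB, with log2 fold changes of -2.13 and -2.29 (edgeR, adjusted p = 0.0346 and 0.0402), and in UP at -2.71 (edgeR, adjusted p = 0.0652). Cl18198 had 6 counts in the C1 libraries of AB and 168 in those of C11, a log2 fold change of -4.81 (edgeR, adjusted p = 0.0499). Both called pairs of Cl07806 were called in 1 of 6 fits with a library left out, and Cl18198 in AB in 0 of 6. With the replicate number as a block, edgeR did not call NG_11922 or Cl07806 in LB.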

For cytokinin-related genes, 27 showed differential expression (Figure 5B), with a homolog of *UGT85A1* significantly upregulated in both UP and LB tissues (Cl12956). 

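Fig. 5B colours 43 gene and tissue pairs of the 27 cytokinin genes, and all 43 had the coloured direction in the counts. Of these pairs, 7 were called by edgeR and 42 by DESeq2. The UGT85A1 homolog Cl12956 had no counts in any of the 9 C11 libraries. In UP it had 283, 275 and 109 counts in C1, or 6.82 ± 2.78 CPM (SD, n = 3), at least 189-fold above the floor of 3 counts over the 3 C11 libraries (edgeR, adjusted p = 0.0271). In LB it had 94, 30 and 65 counts in C1, at least 56.5-fold above the same floor (edgeR, adjusted p = 0.0385). AB showed the difference as well, with 67, 38 and 113 counts in C1, at least 70.7-fold above the floor (edgeR, adjusted p = 0.0307). With each library left out in turn, the direction held in every fit and the call in 1 of 6 in UP, 1 of 6 in LB and 0 of 6 in AB. With the replicate number as a block, edgeR did not call it in LB.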

Relatively few DEGs related to strigolactones were identified, with only 6 detected, most of which were downregulated (Figure 5C). These included two *PDR1* homologs, two *CCD* homologs, and one *D27* homolog. 

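The 6 strigolactone genes of Fig. 5C have 7 coloured gene and tissue pairs, 6 of them coloured lower in C1. All 7 pairs had the coloured direction in the counts. None was called by edgeR, with 6 of the 7 at an unadjusted p under 0.05, and DESeq2 called all 7.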

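In UP the PDR1 homolog Cl32575 had 3.90 ± 0.692 CPM (SD, n = 3) in C1 and 11.3 ± 5.60 CPM in C11, a log2 fold change of -1.53 (standard error 0.43) with edgeR's adjusted p = 0.121. The C11 mean of the other PDR1 homolog, Cl33669, was carried by a spread larger than itself, with 96.5 ± 136 CPM (SD, n = 3) against 7.85 ± 1.38 CPM in C1, and its log2 fold change in UP moved from -3.62 to between -4.17 and -1.22 with each library left out in turn (edgeR, adjusted p = 0.232 with all libraries). The CCD homolog Cl15579 was lower in C1 by a log2 fold change of -2.86 in AB and -3.28 in LB (edgeR, adjusted p = 0.214 and 0.257), and between -3.35 and -0.71 in AB and -4.42 and -2.21 in LB with a library left out. CCD4 (Cl29135) was lower in UP by -3.38 (edgeR, adjusted p = 0.248), and between -3.93 and -0.58 with a library left out. D27 (Cl04245) was lower in LB by -2.96 (edgeR, adjusted p = 0.232). Libraries of the 2 clones overlapped for Cl33669 and CCD4 in UP and for Cl15579 and D27 in LB.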

The only upregulated gene was a *DAD2* homolog, observed in the LB tissues. 

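In LB the DAD2 homolog Cl22349 had 62.5 ± 5.54 CPM (SD, n = 3) in C1 and 35.2 ± 8.59 CPM in C11, a log2 fold change of 0.83 (standard error 0.23, adjusted p = 0.115 from edgeR). In AB, the tissue coloured for this gene in Fig. 5C, it had 92.6 ± 40.1 CPM (SD, n = 3) in C1 and 36.0 ± 13.9 CPM in C11, a log2 fold change of 1.36 (standard error 0.42, adjusted p = 0.146 from edgeR). The C1 and C11 values did not overlap in either tissue. DESeq2 called the gene in AB and not in LB, where its fold change was under 2.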

Brassinosteroids had the longest list of related DEGs, with 60 identified, most of which were downregulated (Figure 5D). 

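Of the 111 coloured gene and tissue pairs of the 60 brassinosteroid genes in Fig. 5D, 86 are coloured lower in C1. In the counts all 111 had the coloured direction, 29 were called by edgeR and 104 by DESeq2. Over the 4 hormones, 223 pairs of 136 genes are coloured, of which 222 had the coloured direction, 219 had an unadjusted p under 0.05, 51 were called by edgeR and 213 by DESeq2. The paper chose these genes on the same libraries, so a shared direction was to be foreseen.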

Notably, homologs of *CYP720B2* (Cl19011), *DWF4* (Cl09250), *BAS1* (Cl30167), *LRK10* (Cl29067, Cl16476 and Cl32790), and *SD25* (Cl18899) were consistently downregulated across all three tissues, while several homologs of *BAS1* (Cl15277, Cl22875 and Cl34399) showed higher levels of upregulation.

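All genes listed as downregulated had lower means in C1 in all 3 tissues, and the calls differed between them. BAS1 (Cl30167) was called in every tissue, with 0.729 ± 0.363 CPM (SD, n = 3) in C1 and 12.8 ± 7.50 CPM in C11 in AB, and log2 fold changes of -4.12 in AB, -4.36 in UP and -4.59 in LB (edgeR, largest adjusted p = 0.0263). LRK10 (Cl16476) was called in every tissue as well, with log2 fold changes of -3.55, -3.54 and -4.65 in AB, UP and LB (edgeR, largest adjusted p = 0.0383). The LRK10 homologs Cl29067 and Cl32790 were called in UP and LB, and in AB had edgeR's adjusted p = 0.0558 and 0.0559. CYP720B2 (Cl19011) was called in AB and UP, with its largest change in UP at -6.48 (edgeR, adjusted p = 0.0395), and in LB had an adjusted p = 0.0742. SD25 (Cl18899) was called in AB at -3.80 (edgeR, adjusted p = 0.0167) and not in UP or LB (adjusted p = 0.114 and 0.0591). DWF4 (Cl09250) was called by edgeR in no tissue, with log2 fold changes of -5.63, -5.42 and -5.71 and adjusted p of 0.0609, 0.0563 and 0.142. In C11 its standard deviation was as large as its mean, at 20.5 ± 23.3 CPM (SD, n = 3) in AB. DESeq2 called all of these downregulated genes in all 3 tissues. With each library left out in turn, every called pair among them lost its call in at least 4 of 6 fits and none changed direction. Among the upregulated BAS1 homologs, Cl15277 had no counts in any C11 library. It had 64 counts in the 3 C1 libraries of AB, 125 in UP and 60 in LB, at least 20.7-fold, 35.5-fold and 17.9-fold above a floor of 3 counts over the 3 C11 libraries (edgeR, adjusted p = 0.0394, 0.0339 and 0.0385). With a library left out it was called in 0 of 6 fits in AB and in 1 of 6 in UP and in LB. With the replicate number as a block, edgeR did not call it in LB, and called SD25 there.

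**Figure D1:**
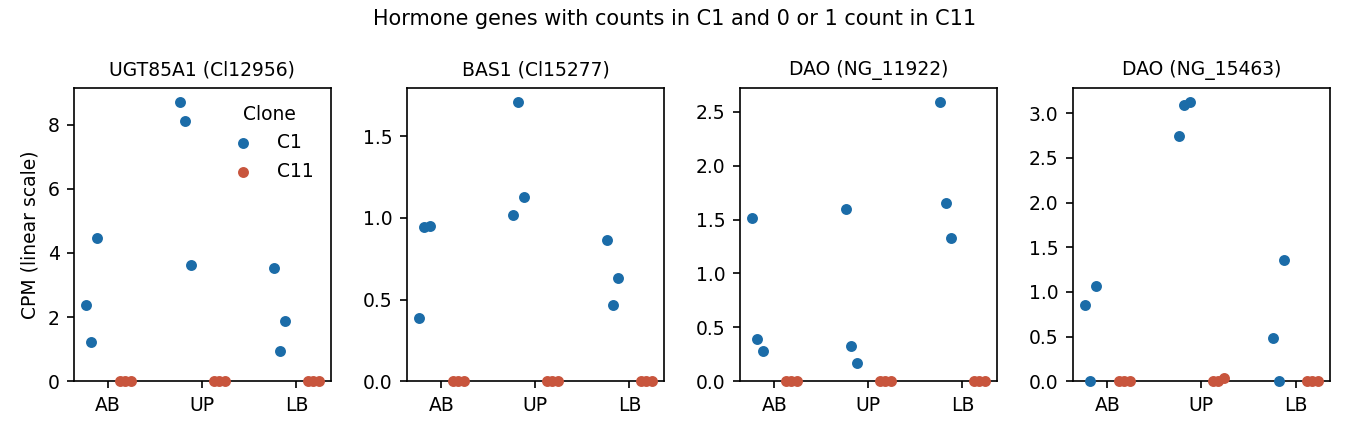
CPM of UGT85A1 (Cl12956), BAS1 (Cl15277), DAO (NG_11922) and DAO (NG_15463) on a linear scale in each library of AB, UP and LB, each point being 1 library of C1 (blue) or C11 (red). Every C11 library is at 0 except for 1 count of NG_15463 in UP, while the C1 libraries of UP reach 8.71 CPM for Cl12956 and some C1 libraries of NG_15463 are also at 0.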

### 3.5. WGCNA Mining of Endogenous Hormone-Related Genes

To investigate the relationship between endogenous hormones and gene expression during internodal growth, we conducted a Weighted Gene Co-expression Network Analysis (WGCNA) network. Hierarchical clustering divided all genes into 12 modules (including a gray module for unclustered genes, Figure 6A). Among these, the pink module showed the strongest correlations with the levels of the four endogenous hormones (Figure 6B), making it the primary focus of further analysis.

The pink module contained 981 genes, including 14 transcription factors (Table S4). KEGG enrichment analysis indicated that these genes were involved in hormone biosynthesis pathways such as “brassinosteroid biosynthesis”, “carotenoid biosynthesis”, and “tryptophan metabolism”, as well as hormone signaling pathways like “plant hormone signal transduction”, “circadian rhythm-plant”, “MAPK signaling pathway-plant”, and “ABC transporters”. However, the enrichment factors for these pathways were relatively low. More genes were enriched in pathways related to fatty acid metabolism, including “fatty acid elongation”, “biosynthesis of unsaturated fatty acids” and “fatty acid biosynthesis” (Figure 6C and Table S5). The differential expression patterns of the pink module genes in different tissues of the two clones are shown in Figure 6D. 

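Of the 981 pink module genes, 923 could be tested in AB, 802 in UP and 929 in LB. Their median log2 fold change between C1 and C11 was -0.11 in AB, with 567 genes lower and 356 higher in C1. It was 0.11 in UP, with 319 lower and 483 higher, and -0.01 in LB, with 479 lower and 450 higher. None of these shifts could be told from 0 by a directional set test (fry on edgeR's fits, adjusted p = 0.889 in each tissue, over 12 comparisons). In LB the mean, 0.01, and the test had the opposite sign to the median. Camera, with a correlation between genes estimated from the data, did not pass 0.05 in any tissue before adjustment either. Leaving out C11 replicate 2 raised the median in UP to 0.38 and took the test past 0.05 before adjustment, and no other library left out did so in any tissue. The paper chose this module on the same libraries, so these tests are not independent evidence. The difference of the module's clone effect between UP and AB, tested as an interaction with fry, did not pass 0.05 before adjustment.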

In AB tissues, three genes exhibited differential expression (Log2FC > 1, FDR < 0.1), all of which were downregulated. These included *ODO1* (Cl01466), which is involved in hormone signaling and metabolism, and *CYP709B2* (Cl26065), which participates in hormone metabolism and may alter IAA homeostasis. 

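At these thresholds edgeR called 0 of the 923 tested pink module genes in AB, with 10 at an unadjusted p under 0.05, and 0 when adjusted over the list alone. DESeq2 called 3, all lower in C1. With each library left out in turn, edgeR called between 0 and 9 of the module's genes in AB, with the 9 without C11 replicate 3 all higher in C1 and the 6 without C11 replicate 2 all lower.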

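In AB, ODO1 (Cl01466) had 4.17 ± 1.502 CPM (SD, n = 3) in C1 and 10.9 ± 5.11 CPM in C11, a log2 fold change of -1.39 (standard error 0.47, adjusted p = 0.189 from edgeR). CYP709B2 (Cl26065) had 8.84 ± 5.17 CPM (SD, n = 3) in C1 and 22.7 ± 4.88 CPM in C11, a log2 fold change of -1.36 (standard error 0.47, adjusted p = 0.193 from edgeR). The C1 and C11 values of both genes did not overlap, and both stayed lower in C1 with each library left out. Both are among the 3 module genes that DESeq2 called in AB at these thresholds.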

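In UP, edgeR called 3 of the 802 tested pink module genes at a log2 fold change over 1 and an FDR under 0.1, 2 higher and 1 lower in C1, with 41 at an unadjusted p under 0.05 and 0 called when adjusted over the list alone. The 3 genes, named after their values were seen, are Cula0005368, Cula0008351 and NewGene_13752. DESeq2 called 22, 13 higher and 9 lower. Leaving out C11 replicate 2 raised edgeR's number to 44 and leaving out C11 replicate 3 raised it to 25, while it was 1 without C11 replicate 1 and 0 without any of the C1 replicates.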

In the UP tissues, 15 genes showed differential expression, comprising nine upregulated and six downregulated genes in C1. 

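PARC (Cl08351) was one of the genes called by edgeR, with 6.86 ± 1.98 CPM (SD, n = 3) in the UP libraries of C1 and 2.33 ± 0.659 CPM in those of C11, a log2 fold change of 1.56 (standard error 0.39, adjusted p = 0.0942 from edgeR). With a library left out in turn, its log2 fold change was 1.31 to 1.82. At4g22110 (Cl15730) had 26.1 ± 3.41 CPM (SD, n = 3) in C1 and 8.86 ± 4.96 CPM in C11, a log2 fold change of 1.56 (edgeR, adjusted p = 0.136). Among the upregulated genes that the paper names in UP, the largest log2 fold change was that of ABCC10 (Cl15898), 2.34 (edgeR, adjusted p = 0.128). PMEI3 (Cl27779), IRK (Cl21977), XYN5 (Cl13545) and PP2C (Cl14378) had log2 fold changes of 1.63, 1.24, 1.18 and 1.13 (edgeR, adjusted p = 0.207, 0.173, 0.19 and 0.221). For each of these genes the C1 libraries lay above all C11 libraries of UP. At the module's thresholds DESeq2 called PARC, At4g22110, ABCC10, PMEI3, IRK and XYN5 (DESeq2, largest adjusted p = 0.0701). It did not call PP2C (DESeq2, adjusted p = 0.116).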

Among the upregulated genes were *At4g22110* (Cl15730), involved in the metabolism of the auxin precursor tryptophan and stress response; *PP2C* (Cl14378), which affects IAA signal transduction; *PARC* (Cl08351), a cytokinin signaling-responsive gene; *PMEI3* (Cl27779), involved in cell wall remodeling and apical meristem development regulation; *IRK* (Cl21977), associated with somatic embryogenesis, brassinosteroid signaling, and maintenance of the apical meristem; *XYN5* (Cl13545), which promotes cell wall loosening and enhances IAA transport efficiency; and *ABCC10* (Cl15898), a member of the ABC transporter C family directly involved in transmembrane IAA transport. Among the downregulated genes were *FAR3* (Cl35785), involved in cutin and suberin synthesis, potentially affecting phloem barrier function and water/hormone transport, and *TSC10A* (Cl27148), which provides the precursor backbone for very long-chain fatty acid-containing sphingolipids. 

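FAR3 (Cl35785) had 4.14 ± 2.60 CPM (SD, n = 3) in the UP libraries of C1 and 14.5 ± 9.10 CPM in those of C11, a log2 fold change of -1.81 (standard error 0.74, adjusted p = 0.251 from edgeR). TSC10A (Cl27148) had 3.21 ± 1.33 CPM (SD, n = 3) in C1 and 8.71 ± 4.92 CPM in C11, a log2 fold change of -1.44 (standard error 0.57, adjusted p = 0.241 from edgeR). The C1 and C11 values of both genes overlapped, and neither was called by DESeq2 at the module's thresholds (DESeq2, adjusted p = 0.103 and 0.114).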

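In LB, edgeR called 1 of the 929 tested pink module genes at a log2 fold change over 1 and an FDR under 0.1, a TSC10A homolog (Cl29930) lower in C1, with 29 at an unadjusted p under 0.05 and 0 called when adjusted over the list alone. DESeq2 called 10, 4 higher and 6 lower. With the replicate number as a block, edgeR called 3, 1 higher and 2 lower. It called 23 without C11 replicate 2 and 4 without C11 replicate 3, 1 without C11 replicate 1, and 0 without any of the C1 replicates.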

In LB tissues, 11 differentially expressed genes were identified, of which three were upregulated and eight downregulated in C1. 

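DFR (Cl29306) had 99.5 ± 26.1 CPM (SD, n = 3) in the LB libraries of C1 and 48.0 ± 14.9 CPM in those of C11, a log2 fold change of 1.052 (standard error 0.32, adjusted p = 0.136 from edgeR). The C1 and C11 values did not overlap, and the log2 fold change was 0.89 to 1.34 with each library left out. DFR passed the module's thresholds with DESeq2 (adjusted p = 0.0445).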

The upregulated genes included *DFR* (Cl29306), which participates in flavonoid biosynthesis. The downregulated genes included *FAR3* (Cl35785), a lipid synthesis-related gene; *SLAC1* (Cl17116), an anion channel protein gene; *CER2* (Cl17116), a key enzyme involved in post-elongation modification of very long-chain fatty acids; *PLR_Tp2* (Cl08127), a key enzyme in the lignin biosynthesis pathway; and *TSC10A* (Cl29930).

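TSC10A (Cl29930) had 46.9 ± 11.7 CPM (SD, n = 3) in the LB libraries of C1 and 98.0 ± 17.2 CPM in those of C11, a log2 fold change of -1.06 (standard error 0.25, adjusted p = 0.0793 from edgeR). PLR_Tp2 (Cl08127) had 9.87 ± 2.78 CPM (SD, n = 3) against 21.5 ± 3.33, a log2 fold change of -1.12 (edgeR, adjusted p = 0.109). For FAR3 (Cl35785) the log2 fold change was -1.003 in LB (edgeR, adjusted p = 0.179), and with the replicate number as a block edgeR called it at the module's threshold. Cl17116 is printed for both SLAC1 and CER2 while Fig. 6D prints another identifier, so which gene it stands for is open. It had 0.608 ± 0.169 CPM (SD, n = 3) in C1 and 1.46 ± 0.178 CPM in C11, from 58 and 123 counts in all, a log2 fold change of -1.26 (edgeR, adjusted p = 0.174). In none of these genes did the C1 and C11 libraries of LB overlap. Each of these genes passed the module's thresholds with DESeq2 (largest adjusted p = 0.0879).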

Upon mining the network structure of the pink module (Figure 7A), we found that most of the top 20 genes ranked by degree were homologs of genes involved in the synthesis, modification, and transport of very long-chain fatty acids (VLCFAs) (Figure 7B, Table S6). Among them, a homolog of *ECR* (Cl15187) has the highest connective degree (Table S6), indicating its frequent interactions with other genes and its potential role as a key regulatory hub in the module. 

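The 20 genes of Table S6 had much lower levels in UP than in either bud. In C1 their median log2 fold change was -4.21 for UP against AB (fry on edgeR's fit, adjusted p = 0.00803 over 4 comparisons) and -4.49 for UP against LB (edgeR, adjusted p = 0.00404). In C11 it was -3.83 for UP against AB (edgeR, adjusted p = 0.000694) and -3.78 for UP against LB (edgeR, adjusted p = 0.000694). All 20 genes were lower in UP in each of these 4 comparisons. The medians kept this direction, and the unadjusted tests their side of 0.05, with each replicate number left out, with the C11 values between -6.18 and -2.65 for UP against AB. Single genes passed edgeR's threshold less often, 0 and 3 of the 20 for UP against AB in C1 and C11, and 1 and 3 for UP against LB. The paper chose these genes on the same libraries.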

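ECR (Cl15187) did not differ between the clones beyond the spread of the replicates in any tissue. In AB it had 273 ± 105 CPM (SD, n = 3) in C1 and 340 ± 180 CPM in C11, a log2 fold change of -0.32 (standard error 0.46, adjusted p = 0.77 from edgeR). In UP it had 148 ± 12.3 CPM (SD, n = 3) in C1 and 126 ± 52.0 CPM in C11, a log2 fold change of 0.23 (standard error 0.31, adjusted p = 0.734 from edgeR). In LB it had 334 ± 61.8 CPM (SD, n = 3) in C1 and 309 ± 88.8 CPM in C11, a log2 fold change of 0.12 (standard error 0.30, adjusted p = 0.844 from edgeR). The sign in AB turned to 0.18 without C11 replicate 3, and the sign in LB to -0.12 without C11 replicate 1.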

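The expression of Cl15187 (ECR) was set against the first principal component of the pink module genes, an eigengene, computed from log2(CPM + 1) of centred and scaled genes. UP and the buds form separate clusters, so the correlation was taken within each. Over the 6 UP libraries Pearson's r was 0.982 (exact permutation p = 0.00833, adjusted 0.0111 over 4 tests) and Spearman's rho 0.943 (exact permutation p = 0.0167, adjusted 0.0167). Without the 2 libraries farthest from the median, r was 0.92. With each UP library left out in turn, r stayed between 0.957 and 0.992 and its exact permutation p reached 0.05 without C11 replicate 2 or C11 replicate 3. Spearman's exact permutation p was 0.0833 without either of these and without C1 replicate 2 or C1 replicate 3. Over the 12 bud libraries r was 0.978 and rho 0.951 (permutation p = 1e-05 for each, the smallest that the resamples can give, adjusted 2e-05), and r was 0.959 without the 2 farthest. The permutation took the 12 libraries as independent. Since AB and LB libraries of C11 with the same replicate number deviated together, its p can be too small. Within the buds of C1 and of C11, r was 0.972 and 0.984. The eigengene held 41.5% of the variance of 941 module genes in UP and 40.3% of that of 953 in the buds. Cl15187 is itself a member of the module from which the eigengene was made, and the hormone levels behind the gene significance values were not analysed here.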

Further analysis revealed that Cl15187 had a high gene module membership (mm) value of 0.98 and gene significance (gs) for trait correlation values above 0.5, indicating its expression pattern is closely aligned with other genes in the module and inversely correlated with the dynamic changes in the detected endogenous hormone levels, particularly in IAA and CTKs (Figure 7C–F). This suggests that Cl15187 may play a significant role in the hormone-regulated network influencing internodal growth via VLCFAs in *C. lanceolata*.

## 4. Discussion

### 4.1. Internode Growing Characteristics Fit for Knot-Free Timber Production of C. lanceolata

Branching is essential for most trees as it provides the structure for leaves, which serve as the “factories” of photosynthesis by capturing sunlight [11]. To maximize light absorption, trees employ two strategies: vertical growth of the main trunk to access higher light levels and horizontal expansion through lateral branches to increase surface area [46]. However, when human needs conflict with these natural growth strategies, we tend to favor traits that serve our purposes. In timber production, particularly for knot-free wood, vertical growth is prioritized over lateral branching [47]. This strategy is often emphasized in tree breeding programs aimed at producing high-quality, knot-free timber.

Our research aims to explore the regulation governing lateral bud growth, with the goal of understanding the lateral bud initiation and internodal growth of *C. lanceolata* initially, and certain patterns emerged. Clone C1, which exhibited a lower potential knot density, showed a delayed onset of the first round of lateral bud formation compared to clone C11, and contributed to longer internode (Figure 2C–F). While with short-term observation this may seem a minor difference, this could accumulate over time, leading to significant differences by the end of a full rotation period. Additionally, the significant difference in internodal length (Figure 1I) suggests that trunk growth rate plays a more crucial role in determining knot density. This indicates that the activity of the apical bud, which regulates the timing of lateral bud emergence, may be a key factor driving the internode growing process.

Our study only encompasses two phenotypic types, representing a small subset of the extensive variation in branching patterns found in *C. lanceolata*. Among these, the phenotype with longer internode length shows potential as a valuable breeding resource for producing knot-free timber. However, other germplasm resources with diverse branching traits also exist. For example, some clones naturally produce fewer branches. Yang et al. [48] have identified a unique variant known as the “DUGAN” fir, which has almost no lateral branching. Although its high susceptibility to lodging makes it unsuitable for timber production, it serves as an important resource for mechanistic studies. Nevertheless, the limited number of clones in this study constrains the ability to draw more definitive and broadly applicable conclusions. Future research should expand the scope by including a wider range of phenotypic variations for a more comprehensive analysis.

On the other hand, it is important to recognize that modern plantations are not solely focused on economic gains; ecological functions must also be taken into account. When selecting resources with fewer branches as primary cultivation targets, there may be concerns about a potential reduction in overall carbon sequestration efficiency [49]. This issue requires long-term observation and further evidence. Ultimately, selecting resources that balance both economic and ecological benefits is crucial for maximizing overall outcomes.

### 4.2. Differences in Auxin Rhythms May Play One of the Essential Roles of Variations in Internodal Growth

Endogenous hormone levels are crucial for lateral bud formation and lateral branch growth. Our results revealed distinct hormonal patterns across different tissues. IAA, a key signal regulating apical bud growth and lateral bud formation, may play a central role [50]. Through the polar transport of IAA, plants establish concentration gradients that inhibit lateral bud growth, creating apical dominance [12]. In both clones, we observed similar patterns of accumulation in AB tissues: IAA levels rose after apical buds sprouting and sharply declined just before lateral bud emergence (Figure 2C). This suggests that the apical bud actively releases apical dominance. However, in clone C1, this release was delayed, and the changes were more pronounced, potentially explaining its longer internodal growth before lateral bud formation.

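Of the auxin gene and tissue pairs coloured in Fig. 5A, 13 of 28 in UP were coloured lower in C1, against 13 of 16 in AB and 12 of 18 in LB. In the counts edgeR called 3 of the 28 in UP and DESeq2 27. The SAUR genes went both ways in UP. SAUR24 (Cl01196) and the SAUR50 homologs Cl14695, Cl29804, Cl07053 and Cl26368 had log2 fold changes of 3.47, 3.70, 3.07, 2.69 and 2.56 in UP (edgeR, adjusted p = 0.155, 0.12, 0.201, 0.196 and 0.0657). They were expressed at low levels, between 1.49 ± 0.755 CPM (SD, n = 3) for Cl14695 and 4.34 ± 2.05 CPM for Cl26368 in C1. For each of these genes every C1 library of UP lay above every C11 library, and DESeq2 called each of them. The SAUR32 homologs Cl14803, Cl20917 and Cl21634 and the SAUR50 homolog Cl11066 were lower in C1, with log2 fold changes of -2.01, -3.68, -2.66 and -4.86 (edgeR, adjusted p = 0.0426, 0.0741, 0.361 and 0.271). Of all these SAUR genes edgeR called only Cl14803 in UP. DESeq2 called Cl14803 and Cl20917, and the clones overlapped for the other 2.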

At the gene expression level, the UP tissue exhibited more upregulated genes, including *PIN1*, *SAURs* (Small Auxin-Up RNAs), and *DAO* (Figure 4A). Auxin efflux proteins like *PIN1* are well-documented for their role in establishing polar auxin transport [18,51]. Results from the “DUGAN” fir suggested that enhanced auxin biosynthesis and *PINs* activity in the apical buds of this variant maintain lateral buds in a dormant state [48], which aligns with our findings. *SAURs* respond rapidly to auxin signals, relieving H+-ATPase inhibition by suppressing PP2C-D-type protein phosphatase activity [52,53], while the *DAO* gene is responsible for auxin degradation [21,54].

Based on these observations, we speculate that clone C1 maintains apical dominance through higher IAA levels and more efficient polar transport, leading to longer internodal growth. However, it also has a more precise mechanism for releasing this dominance, allowing lateral bud emergence and avoiding the “DUGAN” phenotype, which lacks lateral branches.

### 4.3. Secondary Hormone Signals Involved in Internodal Growth, Especially Brassinosteroids

Endogenous hormones in plants exhibit a complex mechanism of coordinated changes, and similar phenomena were also observed in our research [55,56]. 

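The cytokinin gene and tissue pairs coloured lower in C1 in Fig. 5B were 5 of 11 in AB, 10 of 14 in UP and 12 of 18 in LB, or 27 of 43 in all. By edgeR, 4 of the coloured pairs were called in AB, 2 in UP and 1 in LB. DESeq2 called 10, 14 and 18.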

CTK synthesis is typically suppressed by auxin [57,58]; however, in clone C1, CTK levels in the apical and lateral buds did not appear to be affected by this suppression (Figure 2C,D), despite the significant downregulation of related genes (Figure 5B). We speculate that this may be linked to C1’s need to maintain higher radial growth activity. In contrast, CTK levels in the UP tissues showed patterns opposite to those of IAA (Figure 2C,D), suggesting that auxin may indeed inhibit CKTs in these tissues. Notably, at the S4 stage, a sharp decrease in IAA content in the UP tissues was accompanied by a significant increase in CTK levels (Figure 2C,D). This shift may be related to the release of apical dominance and the initiation of lateral bud growth [21].

Similarly, SL levels in the UP tissues showed an inverse pattern compared to IAA. Chen et al. suggested that the interaction between SLs and auxin can be both positive and negative [47]. Additionally, SLs may also be synthesized in the stem [57]. This process could involve the *DWARF* gene family, key players in the SL biosynthesis pathway [59,60,61]. In our study, we found that *D4* and *D27* homologs were downregulated in the apical bud tissues (Figure 5C,D). 

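In AB, D27 (Cl04245) had 1.61 ± 0.804 CPM (SD, n = 3) in C1 and 7.35 ± 8.50 CPM in C11, a log2 fold change of -2.19 (standard error 0.96, adjusted p = 0.3 from edgeR), and the libraries of the clones overlapped. It ranged from -2.67 to -0.61 with each library left out, and DESeq2 did not call it in AB. The DWF4 homolog Cl22509 had 1.29 ± 0.348 CPM (SD, n = 3) in C1 and 4.54 ± 2.94 CPM in C11 in AB, a log2 fold change of -1.81 (standard error 0.58, adjusted p = 0.162 from edgeR), without overlap of the clones. DESeq2 called it in AB (DESeq2, adjusted p = 0.0361). The paper gives no identifier for D4, which was taken here as DWF4, a name that it lists among the brassinosteroid genes.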

Two *PDR1* homologs, which were expressed only in the UP tissues, were also observed downregulating (Figure 5C). 

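Both PDR1 homologs had counts in all 3 tissues. Cl32575 had 389 counts in the C1 libraries and 704 in the C11 libraries of AB, 378 and 926 in UP, and 752 and 907 in LB. Cl33669 had 460 and 3008 counts in AB, 761 and 7509 in UP, and 619 and 3574 in LB. Fig. 5C colours both genes as changed in UP alone.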

*PDR1* is one of the few known SL transporters [62] and is typically co-expressed with *DAD1* [63]. Studies on the *PaPDR1* mutant have shown that its polar localization in root epidermal cells mediates the upward transport of SLs [64]. Therefore, it is reasonable to speculate that SLs involved in lateral bud growth in *C. lanceolata* primarily depends on root-to-shoot transport, rather than local stem synthesis.

BRs appear to play a significant role as secondary hormone signals in internodal growth, as indicated by differences in BR content (Figure 2F) and the number of DEGs (Figure 5D). And the “brassinosteroid biosynthesis” was the only pathway directly related to endogenous hormone synthesis significantly enriched across all three tissue types (Figure 4C–E). 

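Besides Cl12956, the UGT85A1 homolog Cl28815 is coloured higher in C1 in UP and LB in Fig. 5B. It had 9.97 ± 2.48 CPM (SD, n = 3) in the UP libraries of C1 and 0.608 ± 0.527 CPM in those of C11, a log2 fold change of 4.03 (standard error 1.199, adjusted p = 0.14 from edgeR). In LB it had 15.2 ± 7.37 CPM (SD, n = 3) and 2.30 ± 1.65 CPM, a log2 fold change of 2.72 (standard error 0.66, adjusted p = 0.0833 from edgeR). In both tissues the C1 libraries lay above the C11 libraries, and DESeq2 called the gene. Other UGT85A1 homologs in Fig. 5B are coloured lower in C1. In UP, Cl30503 had 1.95 ± 0.990 CPM (SD, n = 3) in C1 and 12.3 ± 6.69 CPM in C11 (edgeR, adjusted p = 0.0738). In LB, Cl31807 had 7.71 ± 3.63 and 40.5 ± 39.1 CPM (edgeR, adjusted p = 0.209). Cl09019 had 0.805 ± 0.529 and 13.0 ± 17.7 CPM in UP (edgeR, adjusted p = 0.174). In LB it had 1.03 ± 0.623 and 26.1 ± 35.2 CPM (edgeR, adjusted p = 0.192). DESeq2 called each of these pairs, and the clones overlapped for those in LB.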

We observed upregulation of *UGT85A1*, which is believed to regulate BR activity by glucosylating, increasing their stability but rendering them inactive [65]. Additionally, *UGT85A1* is also known to regulate the balance of *trans*-zeatin, a type of CTK [66]. In the context of lateral bud outgrowth in *C. lanceolata*, we believe its expression aligns more with changes in BR levels. 

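The BAS1 homolog Cl34399 had 5.12 ± 0.391 CPM (SD, n = 3) in the AB libraries of C1 and 0.268 ± 0.115 CPM in those of C11, a log2 fold change of 4.23 (standard error 0.47, adjusted p = 0.0109 from edgeR). Its log2 fold change was 2.64 in UP (edgeR, adjusted p = 0.0669) and 3.61 in LB (edgeR, adjusted p = 0.0225). It was called in 4 of 6 fits with a library left out in AB and in 2 of 6 in LB. Cl22875 was more abundant, with 109 ± 11.9 CPM (SD, n = 3) in the UP libraries of C1 and 22.3 ± 8.71 CPM in those of C11, a log2 fold change of 2.29 (standard error 0.34, adjusted p = 0.03 from edgeR). In LB its log2 fold change was 2.85 (edgeR, adjusted p = 0.0368) and in AB 3.98 (edgeR, adjusted p = 0.0676). Each called pair of Cl22875 was called in 1 of 6 fits with a library left out. Other BAS1 homologs in Fig. 5 were lower in C1, and edgeR called none of the 3 that follow. Cl13574 had log2 fold changes of -1.49, -1.53 and -2.08 in AB, UP and LB (edgeR, adjusted p = 0.157, 0.152 and 0.148), Cl30225 had -1.20 in UP (edgeR, adjusted p = 0.118) and Cl31698 -2.56 in LB (edgeR, adjusted p = 0.218), and DESeq2 called each of these.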

Another key upregulated gene, *BAS1*, converts active BRs into inactive forms through 26-hydroxylation [67]. These indicate that in clone C1, multiple BR degradation pathways are active, collectively limiting BR levels.

### 4.4. Very Long-Chain Fatty Acids Influence Internodal Growth by Regulating Hormone Signaling

The very long-chain fatty acids (VLCFAs) are integral components of complex lipids, such as sphingolipids and phospholipids, found in biological membranes [68]. These fatty acids are crucial for maintaining membrane fluidity, thickness, and function, while also serving as precursors for cutin, suberin and waxes.

Roudier et al. found that defective VLCFAs elongation in the eld1 mutant disrupted the auxin gradient in meristematic tissues [69], which is essential for normal growth and cell differentiation. The application of exogenous VLCFAs restored both lateral root formation and auxin polarity distribution in the mutant, suggesting that VLCFAs play a role in the localization and function of auxin transport proteins like PIN1. This regulation likely occurs through alterations in membrane composition and fluidity, influencing the transmission of auxin signals [70]. In our study, we observed upregulation of *PIN1* homologous genes in the UP tissues (Figure 5A), which may indicate differences in the membrane structure and function of conductive tissues. These VLCFA-mediated changes could affect the polar transport of auxin.

WGCNA revealed that the gene sets correlated with endogenous hormone dynamics in the pink module were frequently enriched in pathways related to fatty acid metabolism (Figure 6C). The core hub gene in this module, *ECR* (Figure 7A), encodes a key enzyme in the fatty acid elongation complex, catalyzing the reduction of enoyl-CoA, thus extending fatty acid chains [70]. The VLCFA functional module, with *ECR* as its core, exhibited generally lower expression level in clone C1 than in C11, including biosynthetic genes such as *KCS1* (Figure 7B, Table S6). 

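Between the clones, the median log2 fold change of the 20 genes was -0.57 in AB, with all 20 lower in C1. It was -0.03 in UP, with 9 of the 18 tested genes lower, and -0.26 in LB, with 17 of 20 lower. The number lower depended on the scaling and on single libraries, with 13 of 20 in LB by the mean on the scale of Table S6, and 5 to 20 in AB, 1 to 16 in UP and 8 to 20 in LB with a library left out. The set test could not tell any of these from 0 (fry on edgeR's fits, adjusted p = 0.889 in each tissue), and in UP the test had the opposite sign to the median. The genes vary together from library to library, with a correlation between genes estimated at 0.941 in AB, 0.898 in UP and 0.804 in LB, so that the 20 genes do not count as 20 separate observations. The mean of log2(CPM + 1) over the 20 genes was 5.47 ± 0.859 (SD, n = 3) in C1 and 6.03 ± 0.942 in C11 in AB (two-sided exact permutation test, p = 0.6). It was 2.72 ± 0.295 (SD, n = 3) and 2.54 ± 1.14 in UP (exact permutation p = 0.8) and 5.92 ± 0.331 (SD, n = 3) and 6.11 ± 0.530 in LB (exact permutation p = 0.6), where 3 libraries against 3 cannot give a p under 0.1. KCS1 (Cl31243) had 43.2 ± 33.7 CPM (SD, n = 3) in C1 and 76.7 ± 61.9 CPM in C11 in AB, a log2 fold change of -0.83 (edgeR, adjusted p = 0.6251) that turned to 0.03 without C11 replicate 3. Its log2 fold change was -0.45 in LB (edgeR, adjusted p = 0.437) and 0.16 in UP (edgeR, adjusted p = 0.972). The value in UP ran from -0.85 to 5.56 with a library left out, from 2, 155 and 0 counts in the C11 libraries.

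**Figure D2:**
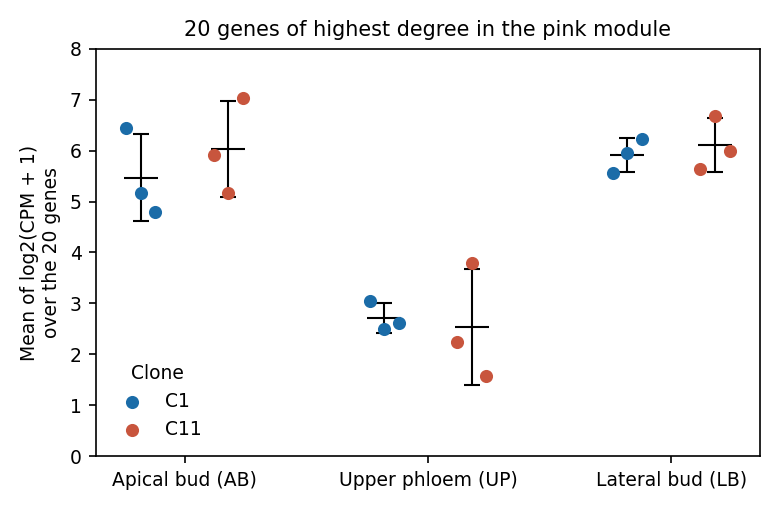
Mean of log2(CPM + 1) over the 20 genes of highest degree in the pink module, in each library of AB, UP and LB, with the mean and SD of the 3 libraries of C1 (blue) and C11 (red). The C1 and C11 libraries overlap in every tissue, and the UP libraries lie between 1.58 and 3.79, below all bud libraries.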

Although most genes did not reach statistical significance (FDR < 0.05), their highly consistent downregulation pattern suggests that VLCFA content or chain length may be lower in C1.

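None of the 20 genes was called by edgeR or DESeq2 in any tissue, nor when adjusted over the list alone. At an unadjusted p under 0.05 there were 0 in AB, 0 in UP and 1 in LB, and the smallest adjusted p from edgeR was 0.43 in AB, 0.329 in UP and 0.228 in LB. The direction rested on single libraries. Without C11 replicate 3 the median log2 fold change in AB turned from -0.57 to 0.08, and without C11 replicate 2 that in LB turned from -0.26 to 0.13 and that in UP to 1.21. From the lower levels in C1 the paper proposes that VLCFA content or chain length may be lower in this clone.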

Very long-chain fatty acids (VLCFAs) are generally recognized as important components of membrane fluidity, and appropriate levels of VLCFAs facilitate the function of membrane proteins such as the auxin efflux carrier PIN [69]. However, from either a quantitative or structural perspective, aberrant VLCFA levels may lead to excessive aggregation of membrane lipid rafts, increased membrane rigidity, or excessive deposition of cuticular/wax barriers, thereby inhibiting IAA transport and cell elongation [71]. Therefore, the relationship between VLCFAs and internode elongation may follow an inverted U-shaped curve: moderate VLCFA module activity in C1 likely falls within the optimal range for internode growth, whereas excessively high VLCFA module activity in C11 falls into the inhibitory range. 

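The BEH4 homolog Cl30227 had 2.04 ± 0.987 CPM (SD, n = 3) in the AB libraries of C1 and 28.2 ± 24.8 CPM in those of C11, a log2 fold change of -3.79 (standard error 0.78, adjusted p = 0.0479 from edgeR), called in 1 of 6 fits with a library left out. In LB its log2 fold change was -3.73 (edgeR, adjusted p = 0.0826, and called with the replicate number as a block) and in UP -3.08 (edgeR, adjusted p = 0.31). The homolog Cl14348 had log2 fold changes of -1.88 in AB, -1.33 in UP and -2.01 in LB (edgeR, adjusted p = 0.133, 0.468 and 0.211), with 20.5 ± 10.3 CPM (SD, n = 3) in C1 and 75.4 ± 43.0 CPM in C11 in AB. DESeq2 called Cl30227 in AB and LB and Cl14348 in AB.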

Notably, the BR-responsive transcription factor gene *BEH4* (a member of the *BES1/BZR1* family) was significantly downregulated in C1 (Figure 5D) and is a putative transcription factor of *KCS1* [72]. Together with the observation that the BR biosynthesis pathway was significantly downregulated in all three tissues (Figure 4C–E), we speculate the existence of a BR-*BES1/BZR1*(*BEH4*)-*KCS1* regulatory axis that modulates polar auxin transport via VLCFAs, which is verified in cotton [72] but not reported in *C. lanceolata* yet.

Although most VLCFA-related genes, including the putative hub gene *ECR*, did not show significantly differential expression in the pink module, it remains an open question whether they play a role in mediating membrane function and structure, thereby coordinating the flow of various endogenous hormone signals. 

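The 15 fatty acid elongation genes of Table S5, 2 of them (ECR and KCS1) among the 20 genes of highest degree, had a median log2 fold change between C1 and C11 of -0.41 in AB, 0.18 in UP over the 12 tested, and 0.12 in LB. The 32 genes of cutin, suberine and wax biosynthesis, 4 of them among the 20, had medians of -0.34 in AB, 0.04 in UP over the 22 tested, and -0.19 in LB. Fry on edgeR's fits, adjusted over the same 12 comparisons as for the module, told none of these 6 medians from 0. In AB both medians turned positive without C11 replicate 3, to 0.04 and 0.22. In UP the cutin, suberine and wax genes reached a median of 1.41 without C11 replicate 2, where the test passed 0.05 before adjustment.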

The significant enrichment of pathways associated with membrane function and fatty acid metabolism also indicates a substantial presence of DEGs. Notable examples include cutin, suberin, and wax biosynthesis, as well as arachidonic acid, linoleic acid, and alpha-linolenic acid metabolism, sulfur metabolism, and terpenoid backbone biosynthesis (Figure 4C–E). However, these DEGs were not grouped within the pink module, which is strongly associated with the detected endogenous hormones. This indicates that variations in VLCFA content or composition are present between the two clones. We propose that these differences may affect membrane fluidity [73], thereby influencing the transmission of endogenous hormone signals. Such changes could alter the distribution patterns of IAA and other hormones across various tissues, ultimately impacting the timing of lateral bud initiation and the growth vigor of the apical bud. Together, these factors could shape the differences in internode growth efficiency observed between the clones.

### 4.5. A Potential Endogenous Hormone Distribution and Regulatory Pattern in C. lanceolata Suitable for Knot-Free Timber Cultivation

Based on our findings, we propose a model of endogenous hormone distribution and regulation pattern in *C. lanceolata* clones suited for knot-free timber cultivation (Figure 8). These resources likely exhibit strong auxin biosynthesis and transport ability, establishing a concentration gradient that maintains apical dominance for an extended period relatively. Concurrently, sufficient auxin levels in the apical buds, coupled with relatively high CTK levels, support longer internodal growth. Lateral bud formation is delayed by the combined influence of apical dominance and SLs transported from the roots. After this delay, efficient IAA degradation in the lateral meristems releases apical dominance, allowing lateral bud initiation and development. The regulation of hormone transport may involve VLCFAs, further influencing hormone distribution and signaling during lateral bud growth. This potential model underscores the critical balance between hormone synthesis, transport, and degradation as key to optimizing the development of knot-free timber.

The limitations of this study lie in the limited precision of hormone level measurement, which only conducts a preliminary analysis. We will consider adopting liquid chromatography-mass spectrometry (LC-MS) to conduct more precise quantitative analysis of hormone concentrations. At the same time, for the role of VLCFAs in the regulatory network that controls the internode growth of Chinese fir, more specific evidence is needed. A comprehensive multi-omics approach combining lipidomics, transcriptomics and proteomics may be considered for future research.

## 5. Conclusions

This study examined the hormonal regulation mechanisms involved in lateral bud initiation in *C. lanceolata*. By comparing growth and branching traits, we selected two clones with significant differences in branching characteristics. The endogenous levels of IAA, cytokinins, strigolactones, and brassinosteroids varied notably between the two clones across apical buds, upper phloem, and lateral buds. RNA-seq analysis revealed distinct differences in gene expression related to the biosynthesis, degradation, and transport of these hormones. Additionally, very long-chain fatty acids in the upper phloem may influence hormone transport and distribution. These findings provide a preliminary understanding of hormonal regulation in lateral bud development, offering valuable insights for breeding knot-free timber varieties of *C. lanceolata*.

## Figures and Tables

**Figure 1:**
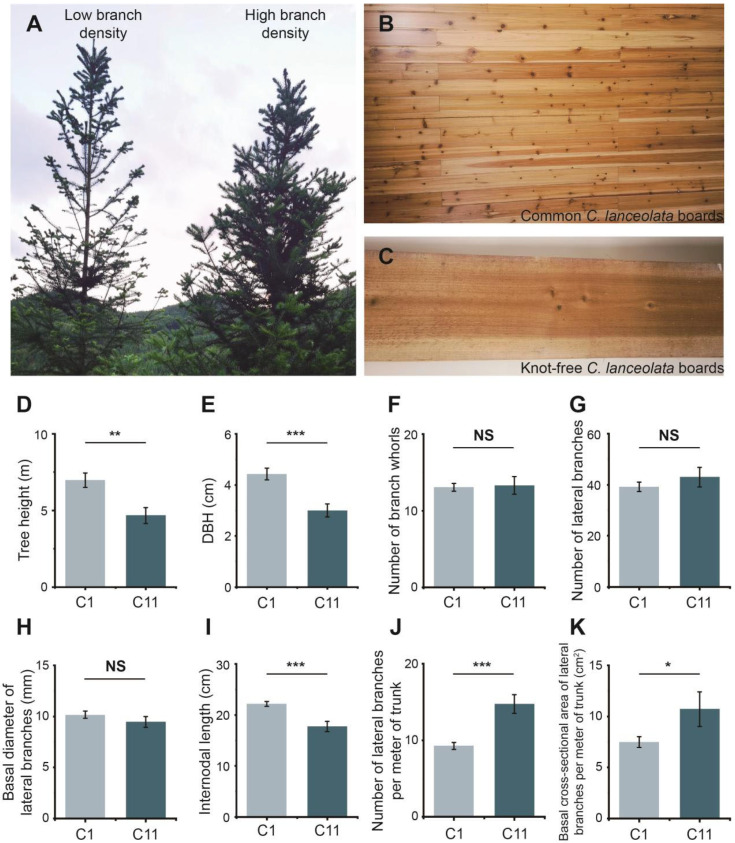
Comparative analysis of growth and branching traits between selected clones. An example of different branching traits in *C. lanceolata* (**A**). Comparison between common *C. lanceolata* boards (**B**) and knot-free board (**C**) highlights the impact of knot quantity on wood quality. Bar charts comparing the tree height (**D**), diameter at breast height (**E**), number of branch whorls (**F**), number of lateral branches (**G**), basal diameter of lateral branches (**H**), internodal length (**I**), number of lateral branches per meter of trunk (**J**), and basal cross-sectional area of lateral branches per meter of trunk (**K**) of the two selected clones is used to emphasize their performance differences. Significance levels were determined using an independent-sample t-test, with marked “NS”, “*”, “**” and “***” indicating *p* > 0.05, *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively. Bars indicate means  ±  SD.

**Figure 2:**
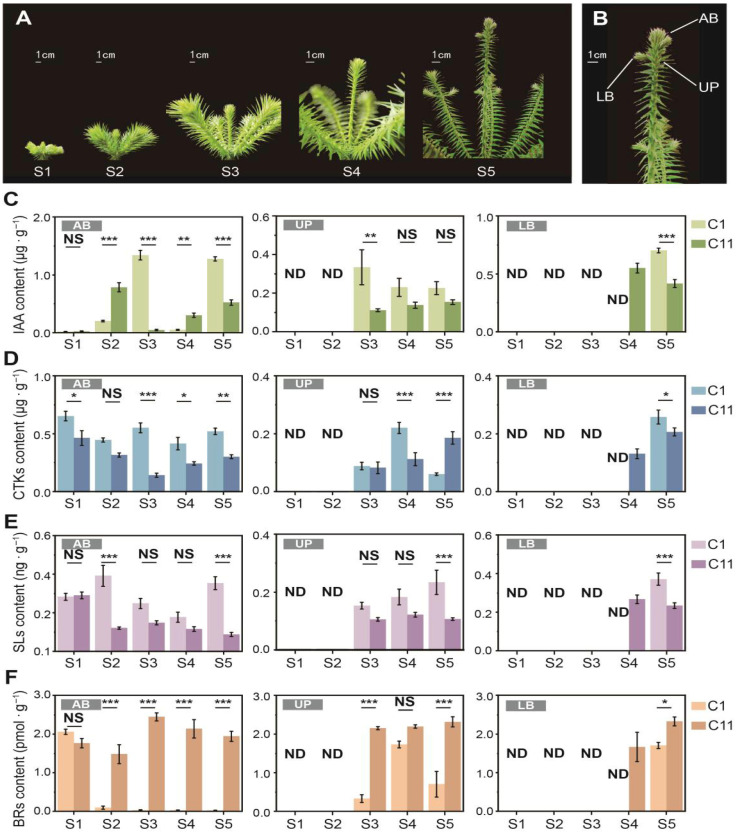
Sampling stages, tissue locations and the dynamic changes in endogenous hormone levels. Sampling was conducted from the onset of winter bud sprouting until the formation of the first internode (lateral bud appearance), covering 5 stages (**A**). Apical buds (AB), upper phloem (UP), and lateral buds (LB) were sampled for endogenous hormone measurements (**B**). However, not all tissues were present at every stage. The dynamic changes of IAA (**C**), CTKs (**D**), SLs (**E**), and BRs (**F**) in the different tissues are presented in bar charts and marked with “ND” if no available data were recorded. Each chart shows the fluctuations in hormone levels across the various tissues and stages. Significance levels were determined using an independent-sample *t*-test, with marked “NS”, “*”, “**” and “***” indicating *p* > 0.05, *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively. Bars indicate means  ±  SD.

**Figure 3:**
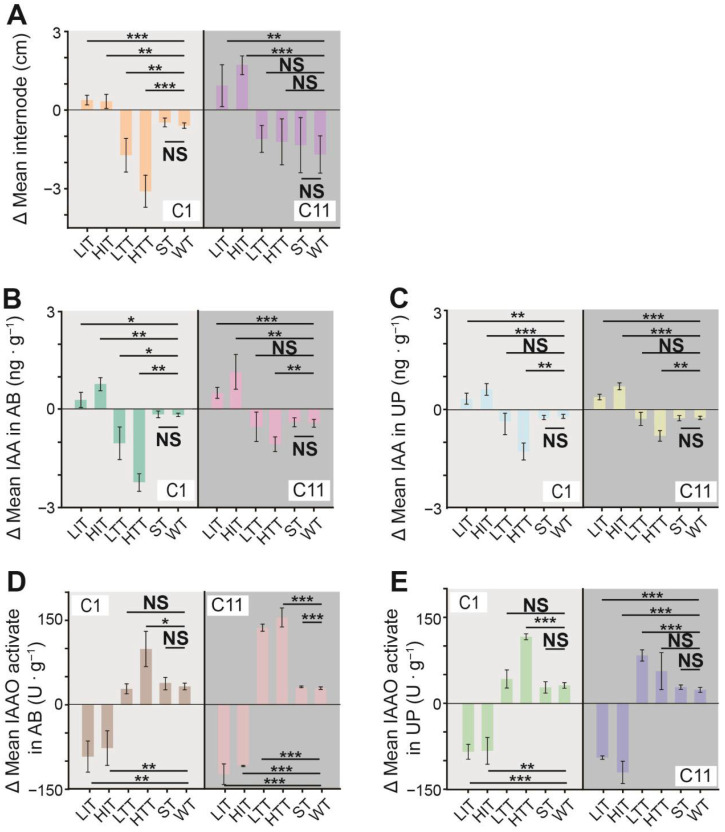
Effects of exogenous hormones on internode elongation growth. Clones C1 and C11 were treated with low and high concentrations of IAA(LIT/HIT) and TIBA(LTT/HTT), as well as with solvent (ST) and water (WT), respectively. Shown are the mean after–before differences (Δmean) for each clone, tissue, and treatment in: (**A**) internode length, (**B**) IAA content in AB tissues, (**C**) IAA content in UP tissues, (**D**) IAA oxidase activity in terminal AB tissues, and (**E**) IAA oxidase activity in UP tissues. Significance levels were determined using an independent-sample *t*-test, with marked “NS”, “*”, “**” and “***” indicating *p* > 0.05, *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively. Bars indicate Δmeans ± SD.

**Figure 4:**
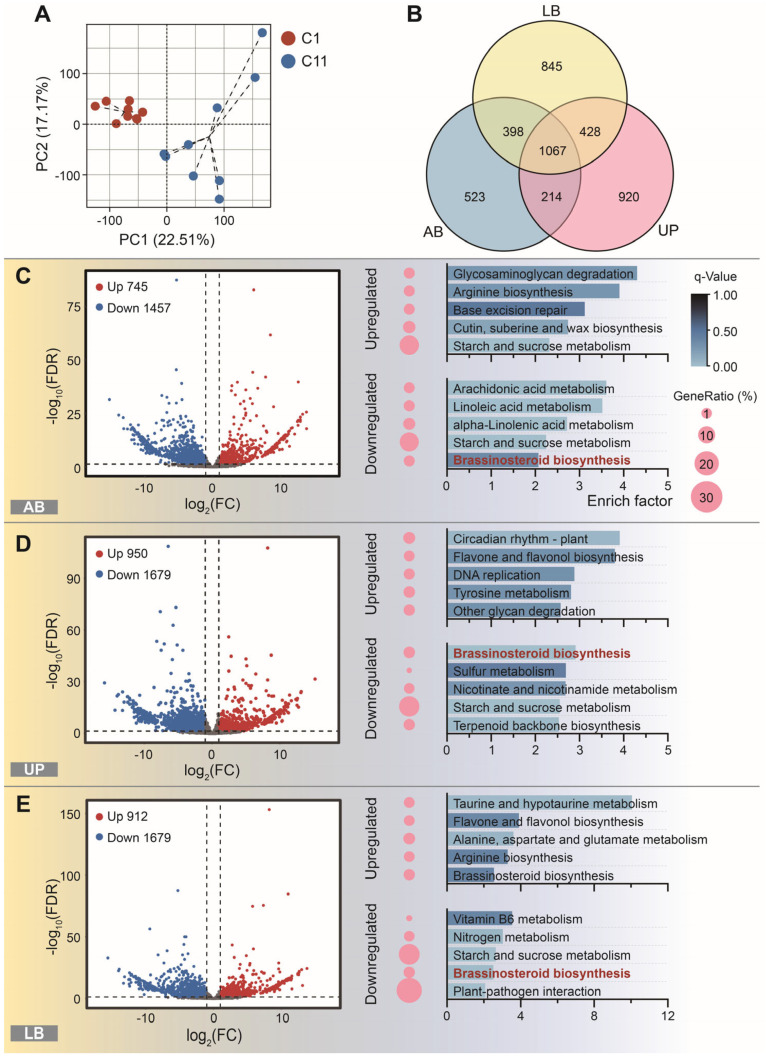
Analysis of RNA-seq results. The PCA highlights the gene expression differences between the two clones (**A**), and the Venn diagram shows the DEGs in the AB, UP, and LB tissues (**B**). Volcano charts present the number of upregulated and downregulated DEGs in AB (**C**), UP (**D**) and LB (**E**) tissue, along with KEGG enrichment analysis results, respectively. The bar chart displays the top 5 KEGG pathways with the highest enrichment levels for both upregulated and downregulated DEGs. The bar length represents the enrichment factor, while the color corresponds to the q-value. The size of the pink circles on the left of the bars indicates the GeneRatio for each respective pathway. The dotted lines in PCA plot (A) are used to highlight the grouping of the samples (C1, C11). The intersection points of the dotted lines represent the centers of each group of samples on a two-dimensional plane composed of PC1 and PC2. The vertical dotted lines in the volcano plot(C-E) represent the threshold of fold change of FPKM (|log_2_FC|>1), while the horizontal dotted lines represent the threshold of False Discovery Rate (FDR<0.05, -log_10_FDR>1.3)

**Figure 5:**
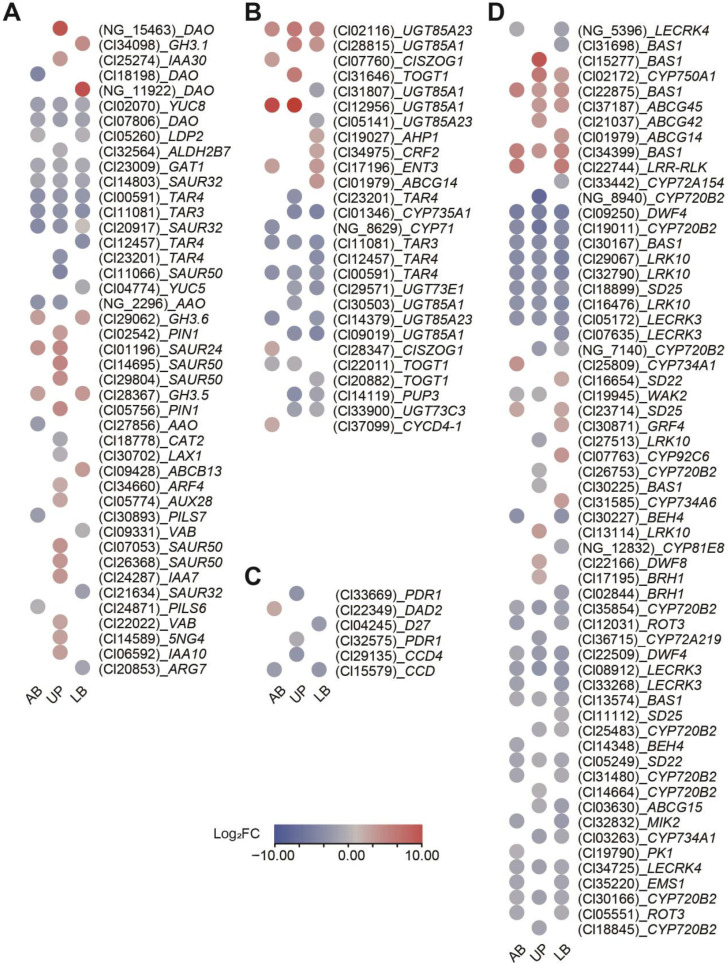
Expression levels of DEGs related to endogenous hormones. Expression pattern, including (**A**) auxin-, (**B**) cytokinin-, (**C**) strigolactone-, and (**D**) brassinosteroid-related DEGs, is exhibited. These genes are involved in biosynthesis, signal transduction, and degradation processes. The color and size of the circular cells represent the degree of upregulation or downregulation: red indicates upregulation, and blue indicates downregulation. The labels within the cells correspond to the gene IDs from the reference genome annotation (in parentheses) and their homologous gene names.

**Figure 6:**
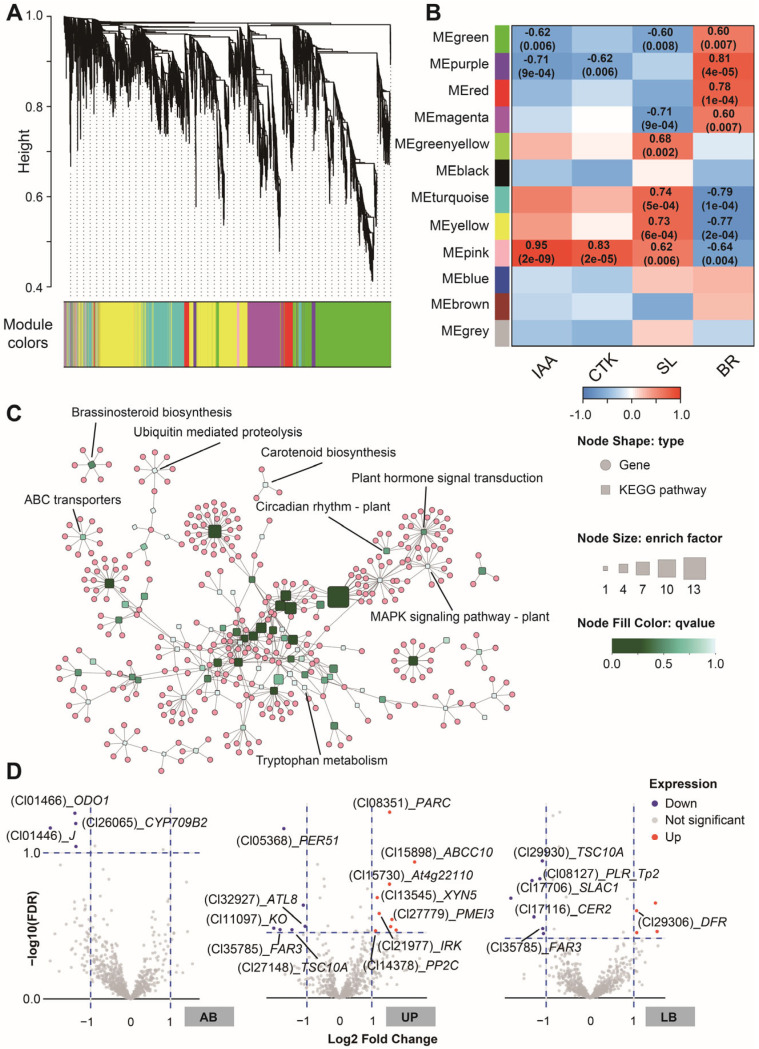
WGCNA based on the RNA-seq data and profiles in KEGG enrichment of the selected module. All expressed genes were clustered into 11 modules (**A**). Correlation analysis between these modules and the dynamic levels of IAA, CTKs, SLs, and BRs (**B**) revealed that the pink module had the strongest correlations. The KEGG enrichment analysis of the genes in the pink module is shown (**C**), where node shapes indicate types: circles represent genes, and rectangles represent KEGG pathways. The size of the rectangle nodes reflects the enrichment factor of the KEGG pathways, while the color represents the q-value. These parameters are used to assess the functional roles of genes within the pink module. Greater pathway enrichment suggests a higher concentration of regulatory genes influencing the associated biological processes. The volcano plot of gene expression in the pink module using FPKM values is represented (**D**). The vertical dotted lines in the volcano plot(D) represent the threshold of fold change of FPKM (|log_2_FC|>1), while the horizontal dotted lines represent the threshold of false discovery date (FDR<0.1, -log_10_FDR>1).

**Figure 7:**
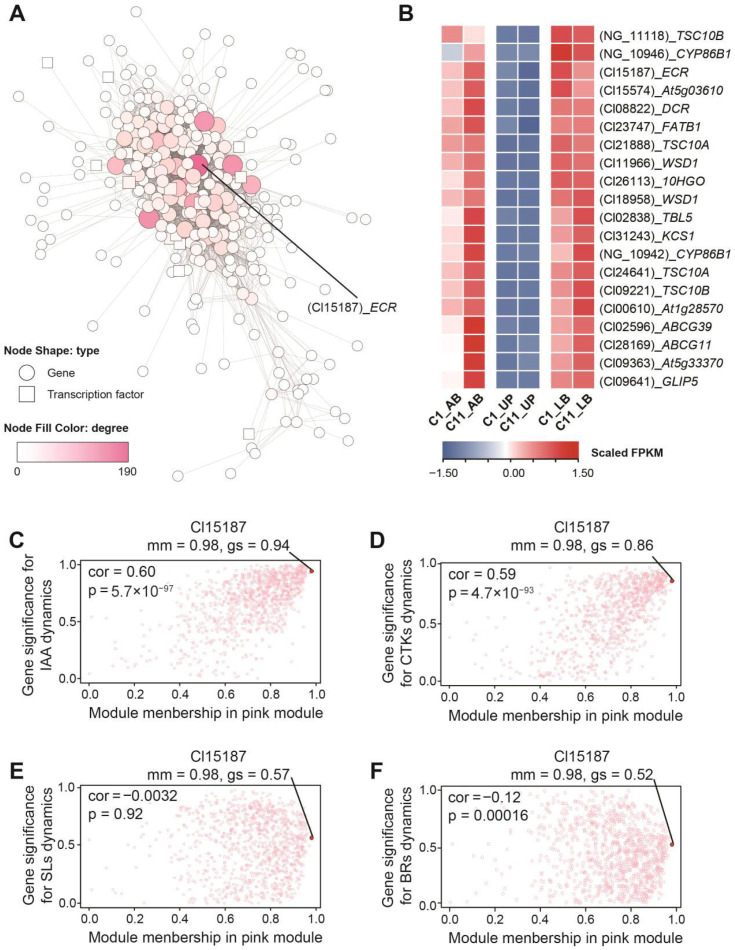
The pink module information of the gene co-expression network. The network structure of the pink module is represented (**A**). The node shapes indicate node types: circles represent genes, while rectangles represent transcription factors. Both the size and color of the nodes reflect the degree value of the corresponding gene, which is used to assess its connectivity within the network. Heatmap of the expression levels of the top 20 genes with the “degree” attribute in the pink module across the three tissues (**B**). Scatter plots depict gene significance for IAA (**C**), CTKs (**D**), SLs (**E**) and BRs (**F**) dynamic content vs. module membership in the pink module.

**Figure 8:**
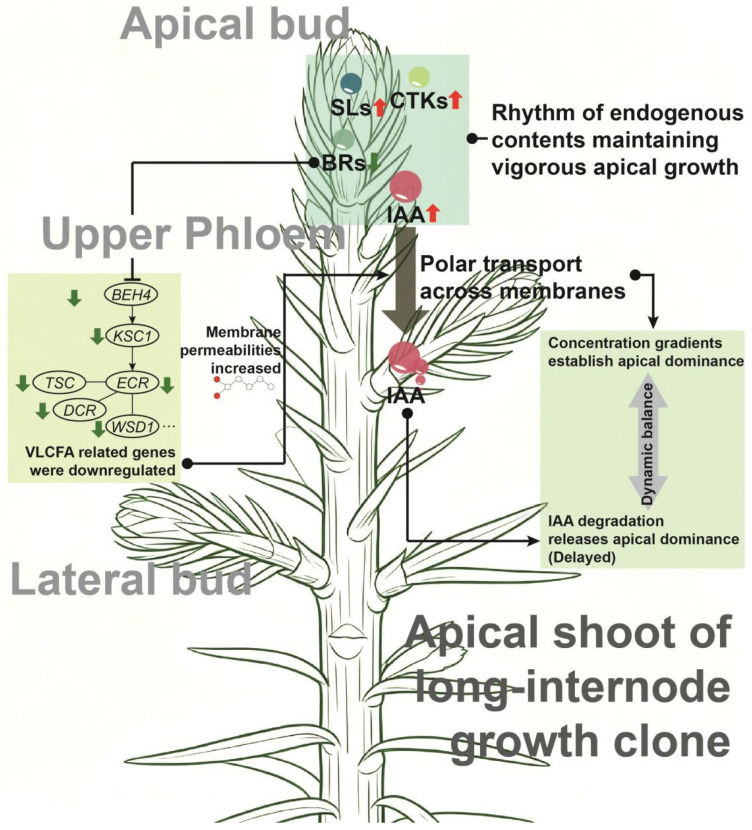
A potential model for the distribution and regulation of endogenous hormones in *C. lanceolata* with delayed lateral branch initiation and longer internodes. A → B denotes positive regulation of B by a change in A, and A ⊣ B denotes negative regulation of B by a change in A.

## Data Availability

RNA-Seq data were deposited into the Gene Expression Omnibus database under accession number GSE297964 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297964 (accessed on 23 May 2025). Data supporting the findings of this study are available within the paper and its Supplementary Information.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants15091411/s1, Table S1: List of 13 Clones; Table S2: All DEGs FPKM value; Table S3: Information of KEGG enrichment; Table S4: ID list of the genes in pink module; Table S5: KEGG enrich analysis of pink module genes; Table S6: Top 20 (Degree) genes in pink module; Figure S1: Persistent nature of lateral branches resist natural shedding in *C. lanceolata*; Figure S2: Geographic position of the sampling plots; Figure S3: Comparative analysis of growth and branching characteristic of 13 sampled *C. lanceolata* Clone.

## Abbreviations

IAA	Indole-3-acetic acid
CTK	Cytokinin
SL	Strigolactone
BR	Brassinosteroids
AB	Apical bud
LB	Lateral bud
UP	Upper Phloem
DEG	Differential expressed genes
WGCNA	Weighted gene co-expression network analysis
KEGG	Kyoto Encyclopedia of Genes and Genomes
FPKM	Fragments Per Kilobase of exon model per Million mapped fragments
VLCFA	Very long-chain fatty acid

How the deposited data were processed for this re-analysis (not part of the article)

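RNA-seq counts were analysed for the apical bud (AB), the upper phloem adjacent to the apical bud (UP) and the lateral bud (LB) of the Chinese fir clones C1 and C11, with 3 libraries per tissue and clone and 18 in all. The authors aligned paired-end reads with Hisat2 to the reference genome and deposited whole-number counts per gene and library, without normalization. The counting program, the use of strand and the treatment of reads that map to several genes are not given in the sources used here. The authors themselves tested the counts with DESeq2 and worked with FPKM for their principal components and network. The table holds 46723 genes and no column that belongs to no sample. All counts were used as they are, and CPM and log2 values were computed from them.

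The libraries held 24766529 to 32005160 counts, and the TMM factors ran from 0.852 to 1.085. The day of collection goes with the clone and cannot be separated from it. The paper's methods give 21 days after sprouting for C1 and 28 days for C11. Its stages of lateral bud sampling give the reverse order. Libraries were grouped by tissue and clone as labelled. Each tissue was fitted on its own 6 libraries with edgeR 4.0.16 under R 4.3.3 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg). Genes were called at a fold change of at least 2 and an FDR under 0.05, and pink module genes at a log2 fold change over 1 and an FDR under 0.1, both from the paper. Differences of the clone effect between tissues, and UP against the buds, were tested in a fit of all 18 libraries with 6 groups. Sets of genes were tested with fry and camera (limma 3.58.1), with adjustment over 12 comparisons between the clones and over 4 between tissues. The sets were the 981 genes of the pink module, the 15 fatty acid elongation genes and 32 cutin, suberine and wax genes listed within it, and its 20 genes of highest degree in Table S6. The study chose all of them on these libraries.

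Principal components and the pink module eigengene were computed from log2(CPM + 1) with genes centred and scaled, using Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. Correlations have exact permutation tests within UP and 100000 resamples over the 12 bud libraries, all two-sided. Comparisons of 3 libraries with 3 by exact permutation cannot give a p under 0.1. Folds against a group with no counts are lower bounds, with a floor of 3 counts over the 3 libraries of the group, and with 1 to 3 counts a ratio with its exact 95% interval is given. Genes silent in one clone have 0 counts in its 9 libraries and at least 10 in each of the 9 libraries of the other.

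The genes named are those the paper names with an identifier, the genes labelled DAO, SAUR, UGT85A1, PDR1, CCD, D27, DAD2, BAS1, DWF4 and BEH4 in Fig. 5, the 20 genes of Table S6, and the 2 genes in each direction with the strongest evidence among those called the same way in all tissues without overlap. A further label that the rule covers is not reported here and enters only the tallies. Part of the paper's tables had been seen when this rule was written. All these genes were computed in all tissues, and the pairs of gene and tissue given in the text were chosen from them after their values were seen. Other genes are said to be chosen afterwards where they appear. The colours of Fig. 5 were read by eye. Of Table S2, the first 1998 of 6964 genes were held, and the 679 of them with at least 50 counts in every library were used.

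Alternatives were DESeq2 1.42.0, its median-of-ratios (RLE) size factors within edgeR, no filter, a filter at a CPM of at least 1 in 3 libraries, a fit of all 18 libraries, glmTreat, the replicate number as a block, pseudocounts of 0.1 and 5, unscaled genes, adjustment over the module alone, and each library or replicate number left out in turn. The pairing by replicate number was checked by the correlation of deviations from group means. LB libraries of C1 and C11 with the same number correlated at 0.257 to 0.398, all over the minimum of 0.1, so the blocked count is given beside the LB comparison. The paper does not say what the numbers stand for. Between the clones the correlations were -0.191 to 0.128 in AB and -0.151 to 0.0950 in UP. Within a clone, same-numbered AB and UP libraries correlated at 0.102 to 0.488 in C1 and 0.243 to 0.406 in C11.

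The fits were tested on simulated counts before use on the data. The simulated libraries were drawn independently with the same spread in both clones, which does not hold for the data. For the interaction of UP and AB, edgeR recovered 41% of 200 genes changed by a log2 fold change of 3, with 1.2% of its calls false. With the replicate block it recovered 29.5% in AB and 0% in UP and LB. Fry passed 0.05 for each simulated set that was changed, and also, in LB, for 1 simulated set that was not changed. Hormone levels, pathway enrichment and the construction of the network were not analysed here.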

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

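The tests of a difference between tissues and the count of silent genes were set before the data were examined. The tests of explanations in this part, regroupings included, were chosen after the results were seen.

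The TMM factor of UP replicate 1 of C11 was 0.852, far below the nearest UP library at 0.998, with a gap of 0.706 of the range, past Dixon's 95% critical value for 6 libraries. Chance alone would single out about 1 in 20 groups, and 12 were tested. The low factor was not a property of the TMM method, since the RLE factor of the library was 0.820. Nor did a few genes take most of its counts, since its 50 most abundant genes held 10.6%. C11 replicate 1 had the lowest factor of its tissue in AB (0.903) and LB (0.904) as well, so the low factor goes with the replicate number. Whether that marks the tree or its handling was not tested, nor was any biological explanation.

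The clone effect differed between UP and AB for 2 genes and between UP and LB for 3 genes (edgeR), all chosen after their values were seen. For Cula0030784 the clone effects differed by a log2 of 11.40 between UP and AB and of 11.02 between UP and LB. For Cula0015494 they differed by 5.82 between UP and AB, for NewGene_8396 by 6.16 and for Cula0009960 by 10.07 between UP and LB. The fitted differences rest on a group with no counts for each gene and are not bounds. For Cula0030784, normalization is argued against by an adjusted p of at most 0.0236 with RLE factors in edgeR (1.81e-09 with DESeq2 to 0.814 with a replicate number left out, over the alternatives for UP against AB), and few counts by at least 146 in each UP library of C1 and each bud library of C11. For the other 3 genes, counting error alone is argued against by an exact binomial p of at most 1.55e-06. With 1 replicate number of a clone left out, Cula0015494 was called in 0 of 6 fits and the others in 1 of 6, and with the replicate as a block none was called. Regrouping the libraries gave a number of genes as large in 4 of 40 cases for UP against AB, so chance is not excluded there, and in 1 of 40 for UP against LB. That is under 0.05 for a single contrast, but 3 were tried, other regroupings called up to 2 genes, and many gave more genes than the real 854 at an unadjusted p under 0.05, so chance is not held to be excluded there either. For LB against AB, where 0 genes were called by edgeR (420 at an unadjusted p under 0.05, and 15 by DESeq2), it did so in 40 of 40. A tissue-specific clone effect on these genes stays open, as do reads shared between similar genes, which were not tested.

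A total of 261 genes had no counts in any of the 9 libraries of one clone and at least 10 in every library of the other, 137 silent in C1 and 124 in C11, which the paper does not report on. Of these, 151 (57.9%) are NewGene loci, against 20.3% of all genes. They make up 239 of the 1093 genes called in AB, 218 of the 951 in UP and 230 of the 1040 in LB. Tree-to-tree differences unrelated to the clone are argued against by a count of 0 such genes in each of the 9 other splits of the replicate numbers, and sampling zeros by a smallest summed count of 140 in the expressing clone. Whether one clone lies closer to the reference sequence could not be told apart from other sources, with 62 annotated genes silent in C1 and 48 in C11 (exact binomial p = 0.215). Clone differences in gene content, in sequence or in expression remain open and untested.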

How the results depend on the processing

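All alternatives in this part were set before the data were examined. Unless another reason is given, the cause of a change was not tested.

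The numbers of genes called depended on the tool and on the libraries included. DESeq2 called 3058 genes in AB, 3644 in UP and 3796 in LB, with 1567 shared and 685, 1214 and 1156 in AB, UP and LB alone. On simulated counts with 200 changed genes it called 313 to 333, a setting whose share of false calls does not carry over to these numbers. Without a filter 524 were called in UP, 663 in LB, 275 in all tissues, 141 in UP alone and 182 in LB alone, with more genes tested in each tissue. The fit of all 18 libraries called 2054 in UP and 1814 in LB, with 1050 shared, 219 in AB alone and 646 in UP alone. With glmTreat the numbers were 663, 456 and 551 in AB, UP and LB, 231 shared and 250, 117 and 148 in AB, UP and LB alone. RLE factors and the stricter filter kept all 7 counts within 1.5 times.

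With the replicate number as a block, edgeR called 0 genes in AB (3661 at an unadjusted p under 0.05, and 3058 with DESeq2 without the block), 0 in UP (3535, and 3644) and 528 in LB, so that 0 were shared, 0 were in AB alone, 0 in UP alone and 528 in LB alone. In AB and UP, libraries of the clones with the same number did not deviate together. In the self-test, whose libraries were drawn independently, the blocked fit recovered 0% of the changed genes in UP and LB. Blocked, the clone effect differed between tissues for 0 genes for UP against AB (1641 at an unadjusted p under 0.05) and 0 for UP against LB (1421), against 35 and 45 with DESeq2.

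With 1 library left out, between 85 (without C1 replicate 1) and 552 (without C11 replicate 2) genes were called in AB, 0 (without C1 replicate 1 or 2, with 3561 and 3003 at an unadjusted p under 0.05 in edgeR) to 2683 (without C11 replicate 3) in UP, and 7 (without C1 replicate 1 or 3) to 1689 (without C11 replicate 2) in LB. The number shared ran from 0 to 302, and the numbers in AB, UP and LB alone from 64 to 321, 0 to 1928 and 1 to 1315. Fewer libraries leave fewer degrees of freedom, and the loss of calls was not separated from that loss of power. This holds for the calls of single genes as well. Counts rose above those with all libraries only without C11 replicate 3 in UP and without C11 replicate 2 in LB.

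For the clone effect between tissues, no filter gave 1 gene for UP against AB, and DESeq2 gave 35, 15 and 45 for UP against AB, LB against AB and UP against LB. Left-out replicates gave 0 to 8 for UP against AB and for UP against LB.

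None of the 12 set medians between the clones passed 0.05 after adjustment. Before adjustment, and without C11 replicate 2, the pink module and the cutin, suberine and wax genes passed it in UP. Some signs changed. The pink module in LB was 0.0164 without a filter and 0.0391 with the replicate block, the 20 genes of highest degree in the module in UP were 0.71 with the replicate block, and the cutin, suberine and wax genes in UP were -0.0687 without a filter, -0.0768 with DESeq2 and -0.0607 in the fit of all 18 libraries. With a library left out, the pink module ran from -0.30 to 0.18 in AB, 0.0334 to 0.38 in UP and -0.15 to 0.10 in LB. The 20 genes of highest degree ran from -1.31 to 0.0764 in AB, -0.56 to 1.21 in UP and -0.52 to 0.13 in LB. The elongation genes ran from -0.94 to 0.0440, -0.22 to 0.97 and -0.12 to 0.31, and the cutin, suberine and wax genes from -1.15 to 0.22, -0.39 to 1.41 and -0.37 to 0.22. The lower level of the 20 genes of highest degree in UP than in the buds kept its direction and side of the threshold under RLE factors, no filter, the replicate block and each replicate number left out.

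Pink module DEGs numbered 3, 22 and 10 in AB, UP and LB with DESeq2. Adjusted over the module alone, edgeR called 0 in UP (41 at an unadjusted p under 0.05) and 0 in LB (29). With the replicate block it called 0 in UP (25 at an unadjusted p under 0.05) and 3 in LB. With a library left out it called 0 to 9 in AB, 0 to 44 in UP and 0 to 23 in LB.

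PC1 held 34.1% with unscaled genes, 23.6% without a filter and 25.8% to 28.7% with a library left out. The correlation of Cl15187 with the eigengene stayed between 0.957 and 0.992 in UP, where its exact permutation p reached 0.05 without C11 replicate 2 or 3, and between 0.966 and 0.984 in the buds. Genes silent in one clone numbered 272 and 359 under the other count rules, and 320 to 336 with a replicate number left out.

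Of the 98 named pairs of gene and tissue, edgeR called 42. DESeq2 called these and 36 more, and RLE factors changed no call. The fit of all 18 libraries called 13 more and lost 3, no filter lost 10, and the replicate block lost 32 and gained 2. With a library left out, 157 fits of called pairs lost the call and 95 kept it, and 15 fits of the other pairs gained one. ECR (Cl15187) ran from -0.67 to 0.18 in AB, turning without C11 replicate 3, and from -0.12 to 0.34 in LB, turning without C11 replicate 1. KCS1 (Cl31243) ran from -1.68 to 0.0312 in AB, turning without C11 replicate 3. None of these was called. Depth limits what can be said of genes near 0 counts, where only bounds are given.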

Differences from the paper's values

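The alternatives named were set before the data were examined, and the genes in the last paragraph were picked after their values were seen.

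For genes higher in C1 the paper gives 745 in AB, 950 in UP and 912 in LB, and edgeR gave 427, 415 and 432 here. For genes lower in C1 the paper gives 1457 in AB, 1679 in UP and 1826 in LB, against 666, 536 and 608. DESeq2 came within 1.5 times of all 6 numbers in the paper's text, with 1006, 1273 and 1250 higher and 2052, 2371 and 2546 lower. Fig. 4E prints a smaller number of lower genes in LB than the text, the one the text gives for UP, and against that number 2546 lies past 1.5 times and the 1122 of the fit of all 18 libraries within it. The fit of all 18 libraries did so for the genes higher in C1 (645, 804 and 692) and for those lower in UP (1250). Leaving out C11 replicate 3 did so in UP (1008 higher, 1675 lower), and leaving out C11 replicate 2 for the genes higher in LB (724). RLE factors, no filter, the stricter filter, glmTreat and the replicate block did not in any of the 6.

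The paper gives 1067 genes shared by the 3 tissues, against 432 here, and 920 in UP alone and 845 in LB alone, against 318 and 313. DESeq2 came within 1.5 times of these with 1567, 1214 and 1156, and the fit of all 18 libraries with 1050 shared and 646 in UP alone but not in LB alone. The other alternatives did not.

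For the pink module the paper gives 3 DEGs in AB, 15 in UP (9 higher and 6 lower) and 11 in LB (3 higher and 8 lower). With edgeR there were 0 in AB (10 at an unadjusted p under 0.05), 3 in UP (2 higher and 1 lower) and 1 in LB (0 higher and 1 lower, with 29 at an unadjusted p under 0.05). DESeq2 gave 3 in AB, 22 in UP (13 higher and 9 lower) and 10 in LB (4 higher and 6 lower), within 1.5 times of the paper in each, and leaving out C11 replicate 3 gave 4 higher in LB. Without C11 replicate 2 there were 6, 44 and 23 in AB, UP and LB, and without C11 replicate 3 there were 9 in AB and 25 in UP, all above the paper's numbers by more than 1.5 times. Every other total fell short of the paper's by more than 1.5 times.

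The paper places the rise of the DAO homolog NG_11922 in the apical bud in its text and in the lateral bud in Fig. 5A. Here it had counts in the C1 libraries of both and none in C11, and was called by edgeR in LB and by DESeq2 in both. For Cl12956 the text and Fig. 5B name different pairs of tissues, and here it was called by edgeR in all 3. DAD2 is placed in LB in the text and in AB in Fig. 5C, and here it was called in neither by edgeR and in AB by DESeq2. D27 is placed in the apical bud in the discussion and in LB in Fig. 5C, and here it was called in neither by edgeR and in LB by DESeq2. The paper calls PDR1 expression specific to UP, while both homologs had counts in all 3 tissues here. For the coloured pairs in Fig. 5, 222 of 223 had the paper's direction, 51 were called by edgeR and 213 by DESeq2. The paper chose these genes as DEGs on the same libraries. Of the 20 genes in Table S6, 15 fit the counts within 5% in all groups and 18 within 20%, while 2 did not. NG_11118 stood at 0.242 of the value from the counts in UP of C11, and in AB and UP Table S6 has it higher in C1 and the counts lower. NG_10946 stood at 0.552 in UP and 1.46 in LB of C1, and in LB Table S6 has it higher in C1 and the counts lower.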

Other observations

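In this part the test of genes called in one tissue only was set before its result was seen, and the other tests were chosen afterwards.

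Of the 1010 genes called in one tissue only, 385 were called by DESeq2 in both other tissues, counted without regard to sign. Among the 762 of them tested in all tissues, 722 (94.8%) had the same sign in both other tissues. For unrelated signs the share would be 25%, but the replicates are shared between tissues and raise it. The same share was taken over the genes that were among the 500 with the strongest evidence in one tissue and in neither other. In the 9 other splits of the libraries, with 292 to 465 such genes, it was 40.3% to 83.1% in AB, 43.6% to 83.3% in UP and 57.4% to 86.3% in LB, against 100% of 148, 94.9% of 157 and 96.2% of 130 genes in the real split. The values are consistent with a clone effect present in all tissues that passed the threshold in one.

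Libraries of C11 with the same replicate number deviated together across tissues, with correlations of 0.243 to 0.739 (mean 0.512), against -0.271 to 0.488 in C1 (mean 0.160). A batch shared by replicate number in both clones cannot be told apart from a difference among the C11 replicates, since LB libraries with the same number also correlated between the clones. Between 70 and 181 genes were on in all libraries of one C11 replicate number and off in all of another, against 4 to 6 in C1 and 538 to 722 between the clones. Whether the C11 replicates differ in genotype cannot be told apart from other sources with these counts.

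The level of the pink module's 20 genes of highest degree, most of them VLCFA genes, in the AB libraries went with a lower level of 16 genes enriched in UP (Pearson r = -0.832, exact permutation p = 0.0472, adjusted 0.0944 over 2 relations, Spearman rho = -0.943, exact permutation p = 0.0167). Without the 2 farthest libraries r was -0.652. For 25 genes enriched in LB, r was 0.703 (exact permutation p = 0.133), rho 0.771 (exact permutation p = 0.103), and r 0.277 without the 2 farthest. A share of UP tissue that differs between the AB libraries could not be told apart from a change within the bud, since only 6 libraries bear on it. Pearson's r did not pass the correction, which was not applied to rho.

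At an unadjusted p under 0.05 more genes were lower than higher in C1, and C11 replicate 1 was not the reason, since without it at least 59.3% in each tissue were lower. Among the called genes, where the test was first made, leaving it out turned the share lower to 46.2% in AB, 46.6% in UP and 32.7% in LB. The share also turned in UP without C11 replicate 2, to 47.1% of 17 calls. In LB it was 28.6%, 44.4% and 28.6% of 7, 9 and 7 calls without C1 replicates 1, 2 and 3. In every other fit with a library left out that called genes, most were lower in C1.

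In UP replicate 3 of C11, 161 genes had no counts while all other libraries had some, against at most 29 in any other library. Lower depth was not the reason, since the library with the lowest total had 3 such genes (this test replaced a first version that had left the matter undecided). A first test of a smaller share of bud-like tissue in that library, set before its result was seen, left it undecided, with a median ratio of 0.596 between the other UP libraries and the bud libraries for these genes, against 0.982 over 18031 genes. A second argues against it as the whole explanation. Tissue like the buds would bring the 20 genes of highest degree in the pink module, abundant there, at the same share, but their median ratio to the buds was at most 0.177 in any other UP library, while that of the 161 genes was at least 0.338. A difference of that tree or of the tissue sampled from it stays open and was not tested.

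For groups of 3 libraries there are 10 splits, so counting splits cannot reach a share under 0.05 and cannot by itself exclude chance within a tissue. In AB, UP and LB edgeR called DEGs in the real split alone. The real split alone gave as many DEGs in AB, UP and LB, as many shared or in one tissue only, as many pink module DEGs in UP and LB, and as large a difference of the 20 genes of highest degree between UP and either bud in either clone (1 of 10 each). The pink module's median was matched in 7, 6 and 9 of 10 splits in AB, UP and LB, that of the 20 genes in 6, 10 and 6, that of the elongation genes in 7, 9 and 9, and that of the cutin, suberine and wax genes in 7, 10 and 7. The number of pink module DEGs in AB, 0 with edgeR (10 at an unadjusted p under 0.05, and 3 by DESeq2), was matched in 10 of 10.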
